# Sustained store-operated calcium entry utilizing activated chromatin state leads to instability in iTregs

**DOI:** 10.7554/eLife.88874

**Published:** 2023-12-06

**Authors:** Huiyun Lyu, Guohua Yuan, Xinyi Liu, Xiaobo Wang, Shuang Geng, Tie Xia, Xuyu Zhou, Yinqing Li, Xiaoyu Hu, Yan Shi

**Keywords:** Treg, stability, calcium signal, NFAT, chromatin accessibility, iTreg, Mouse

## Abstract

Thymus-originated tTregs and in vitro induced iTregs are subsets of regulatory T cells. While they share the capacity of immune suppression, their stabilities are different, with iTregs losing their phenotype upon stimulation or under inflammatory milieu. Epigenetic differences, particularly methylation state of *Foxp3* CNS2 region, provide an explanation for this shift. Whether additional regulations, including cellular signaling, could directly lead phenotypical instability requires further analysis. Here, we show that upon TCR (T cell receptor) triggering, SOCE (store-operated calcium entry) and NFAT (nuclear factor of activated T cells) nuclear translocation are blunted in tTregs, yet fully operational in iTregs, similar to Tconvs. On the other hand, tTregs show minimal changes in their chromatin accessibility upon activation, in contrast to iTregs that demonstrate an activated chromatin state with highly accessible T cell activation and inflammation related genes. Assisted by several cofactors, NFAT driven by strong SOCE signaling in iTregs preferentially binds to primed-opened T helper (T_H_) genes, resulting in their activation normally observed only in Tconv activation, ultimately leads to instability. Conversely, suppression of SOCE in iTregs can partially rescue their phenotype. Thus, our study adds two new layers, cellular signaling and chromatin accessibility, of understanding in Treg stability, and may provide a path for better clinical applications of Treg cell therapy.

## Introduction

The regulatory T cells (Tregs) are key to maintain peripheral immune tolerance and to block excessive inflammatory reactions. There are two main populations of Tregs. The prototypical one originates from the thymus (tTreg), sharing a developmental program similar to conventional T cells (Rudensky, 2011; Sakaguchi et al., 2008). Their TCRs are believed to have higher basal affinity to MHC (major histocompatibility antigen), and express Foxp3 during CD4 single positive period (Fontenot et al., 2005). The other population originates from the periphery (pTregs) via conversion of Tconvs, arising during inflammation with proper antigenic stimulation and inductive cytokine environment (Curotto de Lafaille et al., 2004; Apostolou and von Boehmer, 2004; Cobbold et al., 2004). iTregs, mimicking the induction of pTregs, is a type of Tregs induced in vitro in the presence of TGF-β (tumor growth factor ) (Chen et al., 2003; Fantini et al., 2004). While iTregs share similarity in suppressive capacities to Tregs in vivo (Shevach and Thornton, 2014; Fu et al., 2004; Singh et al., 2009), they are different from tTregs in several aspects, particularly regarding their stabilities. Although tTregs in some occasions show certain levels of plasticity, their phenotypes are mostly stable, both in vivo and in vitro (Rubtsov et al., 2010). iTregs induced in vitro are more labile with marked loss of Foxp3 expression after activation, limiting the duration of their suppression (Floess et al., 2007; Chen et al., 2011). The short life of iTregs is also a roadblocker of the clinical use of Treg cell therapy, as they cannot be used as an alternative source to replace numerically limited tTregs (Koenecke et al., 2009); and in cases where iTregs are raised with targeted specificities, they carry concerns of potential self-reactivity following the loss of Foxp3.

The stability of tTregs is established prior to their exit from the thymus (Ohkura et al., 2013). In the thymus, Foxp3 works with other transcription factors, such as NFAT and c-Rel to maintain a steady transcriptional program (Fu et al., 2012; Hill et al., 2007; Samstein et al., 2012). At the same time, the extensive demethylation of *Foxp3* CNS2 is also critical to their stable phenotype, an event likely taking place before Foxp3 expression (Samstein et al., 2012; Ohkura et al., 2012). While epigenetic differences provide a possible explanation of Treg stability, it is more probable that multiple factors collectively contribute to the difference. Unlike Tconvs that undergo expansion, attrition, and memory states after activation, tTregs lose signature changes and return to their original state following activation (van der Veeken et al., 2016). This persistence in phenotype of tTregs is certainly beneficial to the host, yet mechanisms for this maintenance, in contrast to the lack thereof in iTregs are incompletely understood. Previous work suggests that TCR signal as well as ensuing Ca^2+^ activities are weaker in tTregs (Sumpter et al., 2008; Vaeth et al., 2012; Yan et al., 2015), whether the reduced TCR signaling strength is the root of tTreg stability remains an intrigue, particularly strong TCR engagement facilitates iTregs’ loss of phenotype.

Here, we report a surprising finding that may contribute to the iTregs’ phenotypical change after their activation. We found that ligation of TCR induces long vibration of Ca^2+^ signals in Tconvs that lasts for hours, as typically expected in the store-operated calcium entry (SOCE) activation. Initially similar, this vibration is quickly diminished in tTregs, correlating with their reduced response to TCR stimulation. In contrast, in iTregs, this Ca^2+^ vibration is indistinguishable from Tconvs. The sustained Ca^2+^ signal leads to a strong NFAT activation in iTregs. Regarding chromatin accessibility, with the aid of our initial observation of iTregs from the perspective of activated Tconv, we found iTregs also show an ‘activated’ chromatin state with T cell activation and inflammation related genes highly open. We demonstrate that the NFAT nuclear translocation driven by sustained calcium signal allows its direct access to prime-opened T_H_ genes and upregulate their expression, destabilizing iTregs. As expected, blocking CRAC channel reverses the loss of Foxp3 in iTregs in vitro and in vivo. Our work therefore suggests that Ca^2+^ signaling and accessible chromatin state in iTregs are two key causes in their loss of stability following activation, which may be of important value to understand how these two populations of Tregs operate in the disease conditions and lead to better applications of iTregs in the clinic.

## Results

### iTregs use a suppression mechanism similar to that of tTregs

In our previous work, we found that Tregs show strong binding to DCs, which is a key mechanism for blocking DC’s ability to engage other Tconvs (Chen et al., 2017). The strong binding is due to low basal calcium oscillation of tTregs in the steady state (Wang et al., 2022), which leads to diminished mCalpain activation and commensurate reduced internalization of LFA-1. Furthermore, our previous study showed the low calcium oscillation is maintained by reduced expression of endosomal Ca^2+^ channel Ryr2 by Foxp3 (Wang et al., 2022). To ascertain that this regulation is also central to iTregs, we produced iTregs from Tconvs. With plate-bound anti-CD3/CD28 and in the presence of TGF-β, iTregs were induced and the percentage was maximized on day 2. We found that in vitro iTregs show stronger suppression than tTregs on OT-II proliferation in response to epitope peptide loaded DCs (Figure 1A). In accordance with the stronger suppression, single-cell force spectroscopy analysis showed that iTregs possessed apparent binding to DCs, even stronger than tTregs (Figure 1B). In addition, iTregs also showed increased binding force compared with activated Tconvs (Figure 1C), suggesting the strong binding force is a common feature of both types of Tregs, but not Tconvs. We measured the expression of Foxp3 more precisely, and noticed that the protein-level expression of Foxp3 reached its peak on day 2 after the induction (Figure 1D). With the accumulation of Foxp3 protein, basal Ca^2+^ oscillation in the treated Tconvs was gradually diminished, with the former leading the latter roughly by 1 day (Figure 1E). As expected, the transcription level of Ryr2 was suppressed both in iTregs and tTregs (Figure 1—figure supplement 1A), suggesting that the strong binding force with DC may come from reduced calcium oscillation as a result of Foxp3-mediated suppression of Ryr2 transcription. While Ryr2 expression may be regulated by Foxp3, the induction efficiency of Foxp3 was not affected by Ryr2 knock out (Figure 1—figure supplement 1B). Therefore, we show iTregs can apply a suppression mechanism similar to tTregs, which operates via the indirect inhibition via DC blockage. We do not know why iTregs show a stronger suppression than tTregs, an event maybe related to their activation in the induction process.

**Figure 1.**
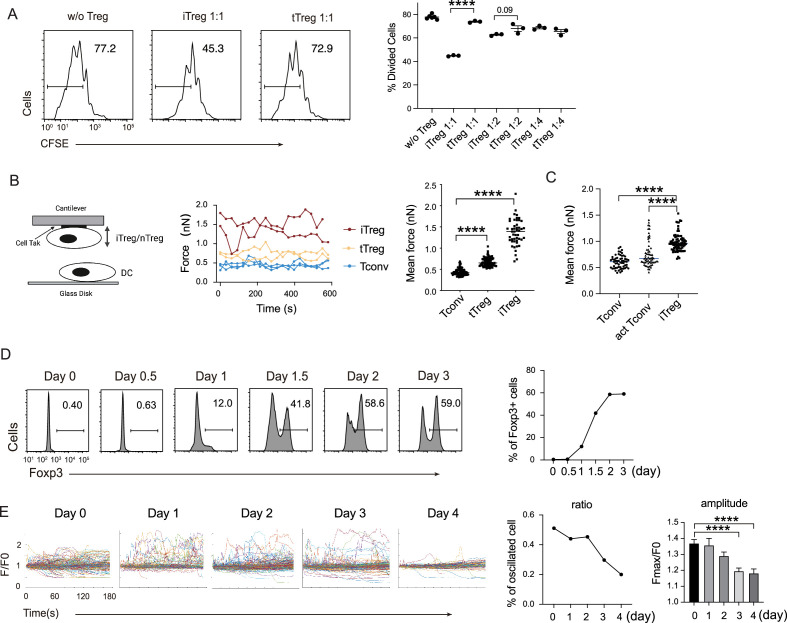
iTreg share similar suppressive mechanism to tTregs. (**A**) Comparison of suppressive activity between tTreg and iTreg. CFSE (carboxy fluoroscein succinimidyl Eester) -labeled OT-II T cells were stimulated with OVA-pulsed DC, then Foxp3-GFP^+^ iTregs and tTregs were added to the culture to suppress the OT-II proliferation. After 4 days, CFSE dilution were analyzed. *n* = 3, *N* = 3. Left, representative histograms of CFSE in divided Tconvs. Right, graph for the percentage of divided Tconvs. (**B**) iTregs possessed stronger binding force to DCs than tTreg. A schematic diagram for AFM-SCFS (atomic force microscope-single cell force spectroscopy) assay setup (left). SCFS force readings for Tconv, tTreg, and iTreg adhering to DC2.4 cells, one line represents a pair of T–DC, every dot represents force reading from each contact. Mean force of Tconv, tTreg, and iTregs adhering to DC2.4 cells. (**C**) iTregs showed increased binding force compared with activated Tconvs. Mean force of Tconv, activated Tconv, and iTreg adhering to DC2.4 cells. *n* > 45, *N* = 3. (**D**) Precise expression of Foxp3 was assessed during iTreg induction. Naive Tconvs were stimulated with anti-CD3 and anti-CD28, in the presence of TGF-β and IL-2 to induce iTregs. Cells were harvested at the indicated time and Foxp3 expression was analyzed by intracellular staining. (**E**) Basal Ca^2+^ oscillation was assessed during iTreg induction. Naive Tconvs were stimulated with anti-CD3 and anti-CD28, in the presence of TGF-β and IL-2 to induce iTregs. Cells were harvested at the indicated time and loaded with Fluo-4 AM, and Fluo-4 fluorescence over time were recorded with confocal microscope. The change of intracellular free Ca^2+^ concentration over time were shown as *F*/*F*_0_. The ratio of oscillated cells and standard deviation of *F*/*F*_0_ were calculated. *n* > 150, *N* = 3. Here, ****p < 0.0001, by Student’s *t*-est. Figure 1—source data 1.The suppression activity, AFM force of iTreg and nTreg, and calcium oscillation during iTreg induction.

**Figure 1—figure supplement 1.**
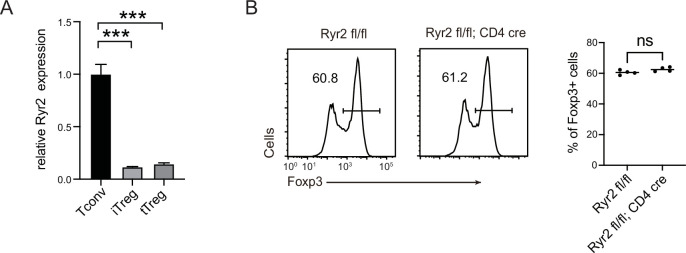
Expression of Ryr2 in iTreg and the effect of Ryr2 on iTreg induction. (**A**) QPCR for *Ryr2* mRNA expression in iTregs, tTregs, and Tconvs. *n* = 3, *N* = 4. (**B**) The effect of Ryr2 expression on iTreg induction. Naive Tconv cells were sorted from Ryr2 fl/fl; CD4 cre mice and control Ryr2 fl/fl mice, then cells were differentiated into iTregs for 4 days. The percentages of Foxp3^+^ cells were analyzed by intracellular staining after 4-day induction. Left, representative histograms of induced iTregs. Right, graph for the percentage of Foxp3^+^ cells in all CD4^+^ cells. *n* = 3, N = 3. Here, ***p < 0.001, by Student’s *t*-test.

### Sustainment of SOCE and NFAT nuclear translocation are reduced in tTregs, but not in iTregs

It was reported previously that TCR signaling led to a dramatic reduction of Foxp3+ cells in iTregs, but not in tTregs (Chen et al., 2011; Selvaraj and Geiger, 2007). We reproduced these data in our laboratory (Figure 2A). tTregs have been reported to show an attenuated response to TCR triggering (Sumpter et al., 2008; Vaeth et al., 2012; Yan et al., 2015), the exact point of signal attenuation in tTregs has not been elucidated. In immune cells, there are mainly three types of Ca^2+^ signals, the steady-state low-level Ryr2-based membrane proximal Ca^2+^ ‘puff’; the TCR ligation-triggered, inositol triphosphate-mediated IP3R opening on the ER (endoplasmic reticulum) endothelia membrane; and ER Ca^2+^ depletion-induced, sustained Ca^2+^ influx upon SOCE activation (Guse, 1998). As the extracellular Ca^2+^ is roughly 4 logs higher than the intracellular, SOCE activation is by far the strongest Ca^2+^ event in T cells (Figure 2—figure supplement 1A), and is also distinct from the other Ca^2+^ signaling patterns for its persistent vibration lasting hours to days (Christo et al., 2015; Wülfing et al., 1997).

**Figure 2.**
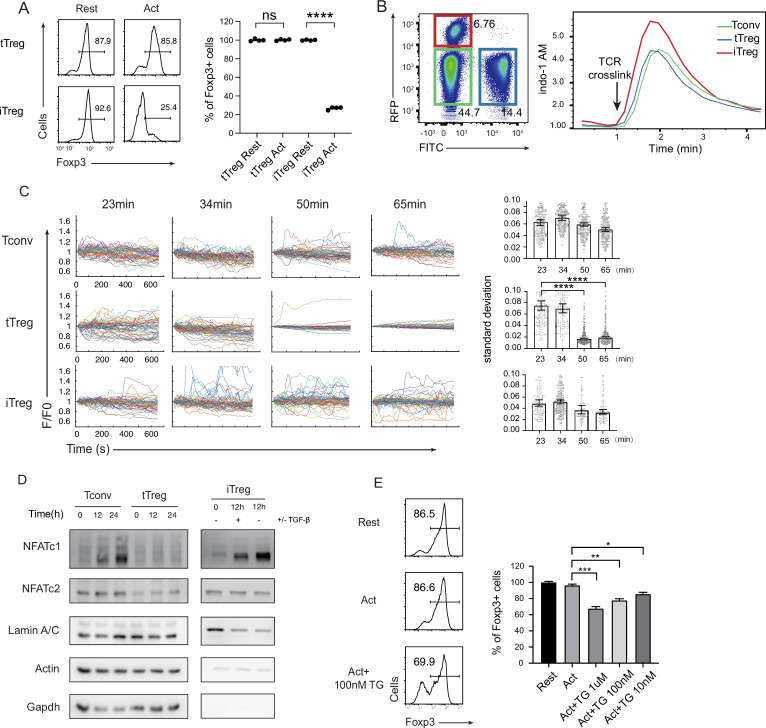
Diminished store-operated calcium entry (SOCE) signal and NFAT translocation in tTregs, but not in iTregs. (**A**) Comparison of Treg stability between tTregs and iTregs. iTregs and tTregs were sorted and restimulated with anti-CD3 and anti-CD28 antibodies. Cells were harvested after 2-day restimulation and Foxp3 expression was analyzed by intracellular staining. The percentages of Foxp3^+^ cells were monitored by FACS (fluorescence-activated cell sorting). Left, representative histograms of restimulated iTregs. Right, graph for the percentage of Foxp3^+^ cells in all CD4^+^ cells. *n* = 4, *N* = 5. (**B**) Early SOCE signal was measured in iTreg, tTreg, and Tconv by flow cytometry. Sorted Foxp3-RFP^+^ iTreg and Foxp3-GFP^+^ tTreg and double negative Tconv cells were mixed and loaded with Indo-1 AM, then stained with biotin anti-CD3 and biotin anti-CD28 for 1 hr, the baseline fluorescence was recorded for 1 min, and then TCR crosslink was perform by the addition of streptavidin. Left, the gate of three mixed cells. Right, Indo-1 AM ratio of these cells upon TCR crosslink. *N* = 3. (**C**) Long-term SOCE were truncated in tTreg, but sustained in iTreg. Tconv, tTreg, and iTreg cells were loaded with Fluo-4 AM and activated by anti-CD3 and anti-CD28 in confocal dish. Fluorescence was recorded in the indicated time after stimulation with the interval of 10 s. Left, the *F*/*F*_0_ of mean fluorescence intensities were calculated and presented. Right, graph for standard deviation of fluorescence in these cells. *n* > 50, *N* = 3. (**D**) NFAT accumulate much in nucleus of iTreg, but not in tTreg. Tconv, tTreg, and iTreg cells were stimulated by anti-CD3 and anti-CD28, after the indicated times, cells were lysed and the cytoplasmic/nuclear components were separated. The cytoplasmic and nuclear NFATc1 and NFATc2 were analyzed by western blot. Actin and GAPDH were used as loading control of cytoplasmic proteins, and LaminA/C as nuclear. *N* = 4. (**E**) Forcibly sustained calcium signal destabilizes tTreg. Foxp3-RFP^+^ tTregs were stimulated by anti-CD3 and anti-CD28. After 1 hr, various concentrations TG were added in the culture medium. Cells were collected after 24-hr stimulation and Foxp3 expression was analyzed by intracellular staining. Left, representative histograms of treated tTregs. Right, graph for the percentage of Foxp3^+^ cells in all tTregs. *n* = 3, *N* = 3. Here, *p < 0.05; **p < 0.01; ***p < 0.001; ****p < 0.0001, by Student’s *t*-test. Figure 2—source data 1.Treg stability, early store-operated calcium entry (SOCE) signal, long-term SOCE signal in iTreg and nTreg. Figure 2—source data 2.Original imaging data of long-term store-operated calcium entry (SOCE) signal in Tconv, nTreg, and iTreg, related to Figure 2C. Figure 2—source data 3.Original western data of NFAT nuclear translocation in Tconv, nTreg, and iTreg, related to Figure 2D.

**Figure 2—figure supplement 1.**
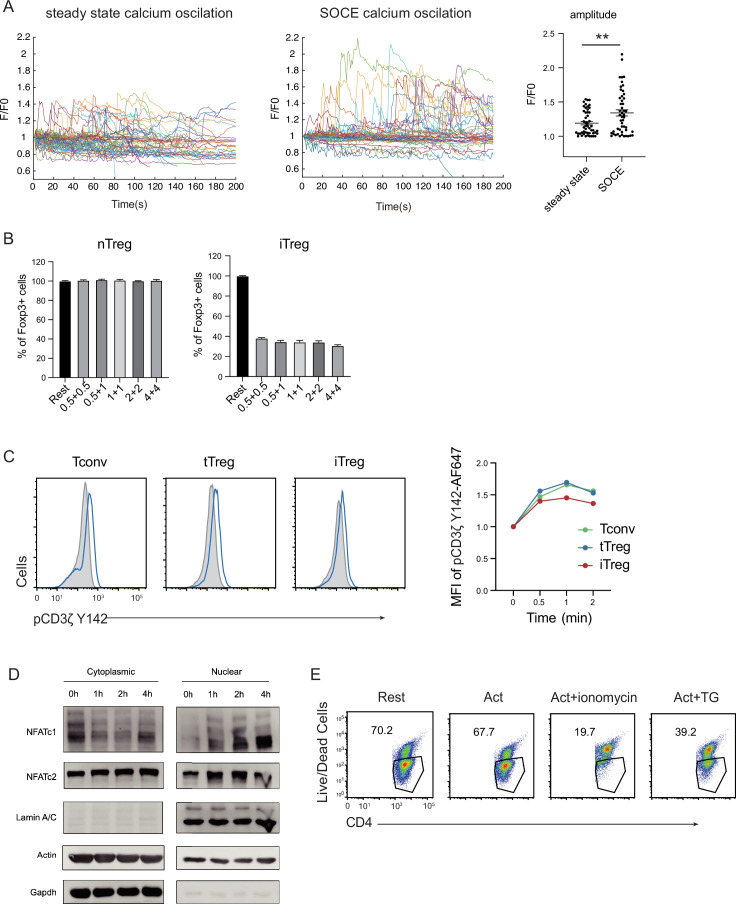
TCR responsiveness and NFAT translocation in tTregs and iTregs. (**A**) Calcium oscillation were recorded in steady state and after anti-CD3 and anti-CD28 activation. Tconv cells were loaded with Fluo-4 AM, and left in steady state without anti-CD3 and anti-CD28 stimulation, or treated with anti-CD3 and anti-CD28 stimulation to record store-operated calcium entry (SOCE) signal. Fluorescence was recorded with the interval of 10 s. Left, the *F*/*F*_0_ of mean fluorescence intensities were calculated and presented, Right, graph for standard deviation of fluorescence in these cells. *n* > 50, *N* = 3. (**B**) tTreg and iTreg cells were sorted and restimulated with various concentrations of anti-CD3 and anti-CD28 antibodies. The percentage of Foxp3^+^ cells was analyzed by intracellular staining after 2-day restimulation. *n* = 3, *N* = 3. (**C**) Early TCR signal of pCD3ζ in tTreg and iTreg after TCR crosslinking. Sorted iTreg, tTreg, and Tconv cells were mixed and stained with biotin anti-CD3 and biotin anti-CD28 for 1 hr. TCR crosslink was perform by the addition of streptavidin. Cells were fixed at the indicated times and stained with pCD3ζ Y142 antibody. Left, representative flow overlays for pCD3ζ Y142 in rest and activated cells. Right, graph for the MFI changes in activated cells after indicated time. (**D**) Foxp3-RFP^+^ iTreg were stimulated by anti-CD3 and anti-CD28, after the indicated times, cells were collected and the cytoplasmic/nuclear component were separated. The cytoplasmic and nuclear NFATc1 and NFATc2 were analyzed by western blot. Actin and GAPDH were used as loading control of cytoplasmic protein, and Lamin A/C as nuclear. *N* = 3. (**E**) Foxp3-RFP^+^ tTregs were stimulated by anti-CD3 and anti-CD28, after 1 hr ionomycin and TG were added in the culture medium. After 24 hr of stimulation, the percentages of live cells in CD4^+^ cells were monitored. *N* = 3. Here, **p < 0.01, by Student’s *t*-test. Figure 2—figure supplement 1—source data 1.Original western data of NFAT nuclear translocation upon early activation in Tconv, nTreg, and iTreg, related to Figure 2—figure supplement 1D.

We wondered if the reported TCR signal truncation in tTregs was manifested as reduced SOCE activities. We titrated anti CD3/CD28 concentrations, and iTregs lost Foxp3 at the lowest dose required to activate, yet tTregs were resistant to an eightfold increase in both (Figure 2—figure supplement 1B). To study the molecular basis for the weak response in tTregs, we first monitored the early SOCE intensity in iTregs and tTregs, we found the first wave of SOCE in iTregs was slightly higher than Tconvs and tTregs, but there was no discernable difference between tTregs and Tconvs (Figure 2B). In addition, the phosphorylation of CD3ζ was similar in Tconv and nTreg immediately after TCR crosslink (Figure 2—figure supplement 1C). As full T cell activation requires sustained SOCE activation (Dolmetsch et al., 1998), we extended the observation time window. As SOCE signal is synchronized upon initial TCR trigger, each individual T cell SOCE oscillation hours into activation is no longer in unison (Christo et al., 2015; Le Borgne et al., 2016), we therefore recorded Ca^2+^ waves in individual cells. In Tconvs and iTregs, Ca^2+^ remained cyclic waves expected in SOCE pulsation. In contrast, this Ca^2+^ signal was suddenly lost in tTregs 40–50 min after the activation (Figure 2C; Videos 1–3).

**Video 1.** Imaging of store-operated calcium entry (SOCE) signal in Tconvs. Tconvs (Video 1), tTregs (Video 2), and iTregs (Video 3) were sorted and resting for 1 day, then cells were loaded with Fluo-4 AM and activated by anti-CD3 and anti-CD28 in confocal dish. After activation for 50min, movies were recorded for total 600s with the interval of 10s.

**Video 2.** Imaging of store-operated calcium entry (SOCE) signal in tTregs. Tconvs (Video 1), tTregs (Video 2), and iTregs (Video 3) were sorted and resting for 1 day, then cells were loaded with Fluo-4 AM and activated by anti-CD3 and anti-CD28 in confocal dish. After activation for 50min, movies were recorded for total 600s with the interval of 10s.

**Video 3.** Imaging of store-operated calcium entry (SOCE) signal in iTregs. Tconvs (Video 1), tTregs (Video 2), and iTregs (Video 3) were sorted and resting for 1 day, then cells were loaded with Fluo-4 AM and activated by anti-CD3 and anti-CD28 in confocal dish. After activation for 50min, movies were recorded for total 600s with the interval of 10s.

In contrast to other transcriptional factors, such as NF-κB, activated rapidly in response to short Ca^2+^ elevation, NFATs are known to be triggered only by sustained cytoplasmic Ca^2+^ (Dolmetsch et al., 1998; Dolmetsch et al., 1997; Tomida et al., 2003). Indeed, in contrast to iTregs and Tconvs, tTregs’ NFATc1 and c2 failed to translocate into the nucleus (Figure 2D). Upon detailed analysis, in iTregs, anti-CD3/CD28 stimulation led a quick drop in cytoplasmic NFAT in 2 hr, with moderate accumulation of NFAT in the nucleus (Figure 2—figure supplement 1D). This was followed by continuous synthesis of NFAT in the cytoplasm and accumulation of nuclear NFAT (Serfling et al., 2006; Zhou et al., 2002). While tTregs are known to have reduced NFAT activation in response to TCR ligation (Sumpter et al., 2008; Nayak et al., 2009), our results pointed to a truncated Ca^2+^ response likely to be the molecular basis for this phenotype. With this association potentially established, we wondered if the length of SOCE itself is sufficient to explain the stability difference between iTregs and tTregs. Non-specific Ca^2+^ membrane permeability modifier such as ionomycin resulted in large-scale cell death (Figure 2—figure supplement 1E), we therefore used SERCA inhibitor Thapsigargin (TG). Blocking SERCA leads to endosome Ca^2+^ reloading blockage that leads to continuous translocation of STIMs to the plasma membrane–ER junction and Orai channel opening. In contrast to indiscriminating Ca^2+^ overload, pure SOCE activation was not followed by significant cell death (Figure 2—figure supplement 1E). As expected, some tTregs treated with TG lost their Foxp3 (Figure 3E). These results collectively argue that the truncated Ca^2+^ in tTregs is essential to protect tTregs from phenotypical shift.

**Figure 3.**
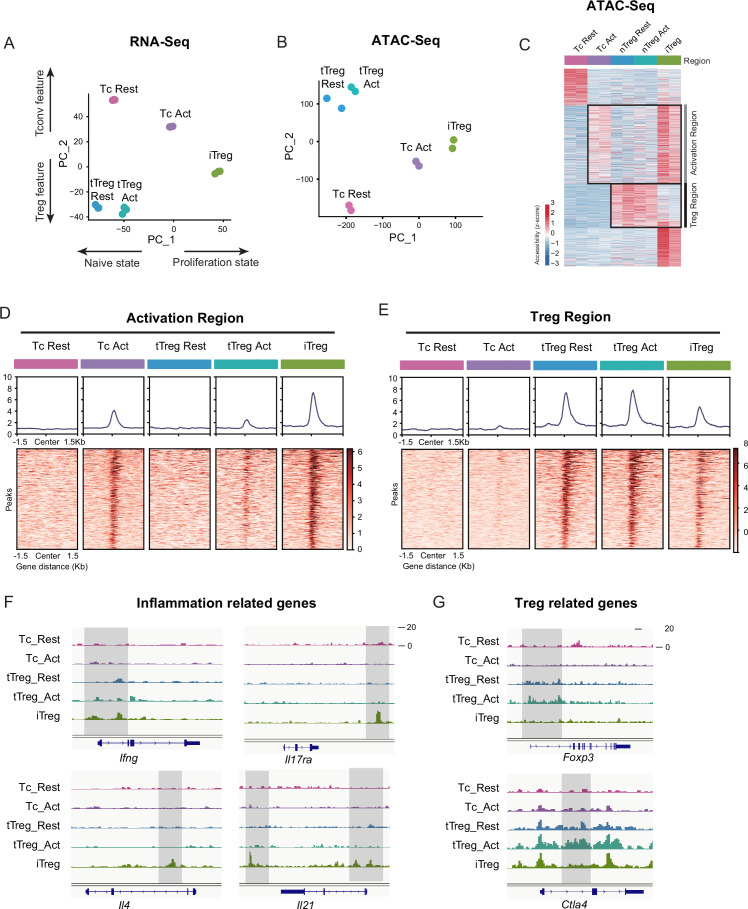
iTregs display highly open chromatin state at the activation and differentiation-related genes. (**A**) Principal component analysis (PCA) visualization of transcriptional profiles of Tconvs, tTregs, and iTregs with or without TCR stimulation. Color indicates cell types. (**B**) PCA visualization of chromatin accessibility profiles of different cell types. Color indicates cell type. (**C**) Heatmap showing the chromatin accessibility of cell type specifically accessible peaks. As shown, two major groups of genes were labeled on right. (**D**) Line plots (top) and heatmaps (bottom) of activation regions in Tconvs, iTregs, and tTregs. Activation regions were determined by a threshold of adjusted p < 0.05 calculated by DESeq2. (**E**) Line plots (top) and heatmaps (bottom) of Treg regions in Tconvs, iTregs, and tTregs. Treg regions were determined by a threshold of adjusted p < 0.05 calculated by DESeq2. (**F**) Genomic track showing the chromatin accessibility of *Ifng*, *Il4*, *Il17ra*, and *Il21*. (**G**) Genomic track showing the chromatin accessibility of *Foxp3* and *Ctla4*.

**Figure 3—figure supplement 1.**
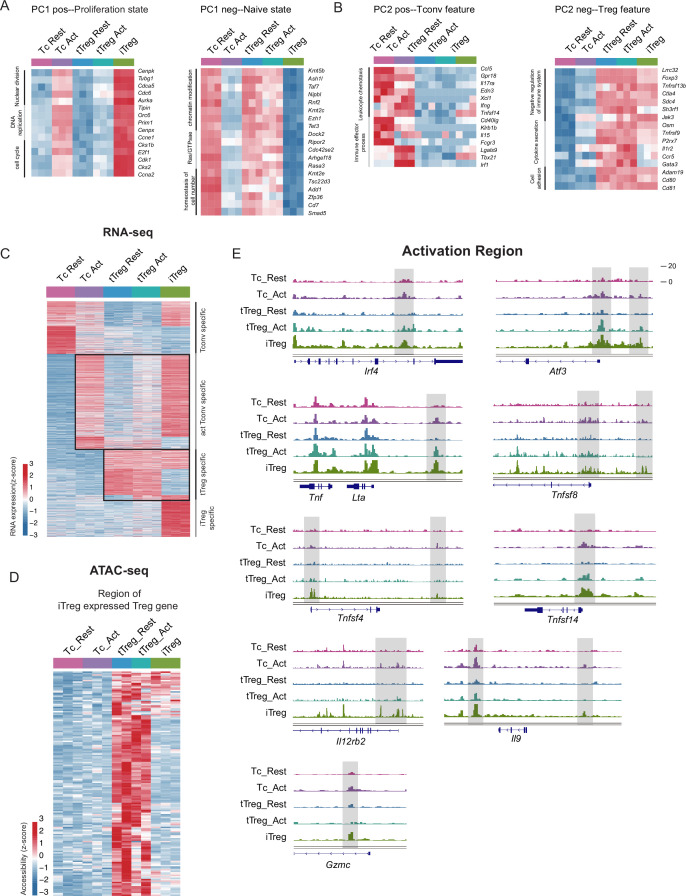
iTreg has highest proliferation state and partial Treg feature. (**A**) Left, heatmap showing the top genes that positively contribute to PC1. Right, heatmap showing the top genes that negatively contribute to PC1. As shown, genes contributing positively to PC1 mainly belong to proliferation such as nuclear division, DNA replication, and cell cycle, while the negatively associated ones mainly belong to chromatin state regulations such as histone/DNA modification. (**B**) Left, heatmap showing the top genes that positively contribute to PC2. Right, heatmap showing the top genes that negatively contribute to PC2. As shown, the main contributors to PC2 axis were the signature genes of Tconvs and Tregs, such as *Ifng*, *Il17ra*, *T-bet* in the positive direction, *Foxp3*, *Ctla4*, *Tnfrsf9* in the negative direction. (**C**) Heatmap showing the expression of cell type specifically expressed genes in RNA-seq data. As shown, four major groups of genes were identified, based on the significant higher expression in specific cell types. Different group of genes were labeled. (**D**) Heatmap showing the chromatin accessibility of tTreg specifically accessible peaks in tTreg specifically expressed genes. (**E**) Genomic track showing chromatin accessibility of *Irf4*, *Atf3*, *Lta*, *Tnfsf8*, *Tnfsf4*, *Tnsfsf14*, *Il12rb2*, *Il9*, *Gzmc* in activated Tconv and iTreg.

### iTregs display activated chromatin state with highly open activation region

As shown, the behaviors of SOCE signaling and NFAT of iTregs were closer to their precursor Tconvs rather than tTregs, we were curious about the systemic similarity among iTregs, Tconvs, and tTregs. Therefore, we performed RNA-seq and Assay for Transposase-Accessible Chromatin with high-throughput sequencing (ATAC-seq) of iTregs, together with resting/activated tTregs and Tconvs.

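RNA-seq libraries of 5 groups with 3 replicates each were analysed here: resting and activated Tconvs, resting and activated tTregs, and iTregs that had been induced for 4 days with TGF-β and rested for 1 day. The authors deposited gene counts that had been divided by one size factor per library, which brings libraries of unequal depth to a common scale, and these normalized counts were used without further scaling. The reads behind them were recovered by dividing each library by its smallest value above 0, and 100% of the values were then whole numbers. The 15 libraries held between 5256800 and 15685200 reads on genes, with a median of 11155000 in resting Tconvs, 12929500 in activated Tconvs, 7582030 in resting tTregs, 7131720 in activated tTregs and 10809600 in iTregs. A count of 3 reads, taken as the smallest that could be told from absence, was worth between 2.12 and 5.45 normalized counts. Of the 21950 genes in the table, the 11495 with at least 10 normalized counts in at least 3 of the 15 libraries were tested. The log2 of the normalized count plus 1 was fitted with limma, all 15 libraries sharing one estimate of the spread, and p-values were adjusted by the Benjamini-Hochberg method. A gene was counted as changed at an adjusted p below 0.05 and an absolute log2 fold change above 0.5, which are the thresholds the paper's methods give for DESeq2. The paper's text does not name the duration of activation before these libraries were made.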

In RNA-seq data, principal component analysis (PCA) and heatmap of DEG (differentially expressed gene analysis) indicated that Tconvs were quite different before and after activation, but the changes of tTregs before and after TCR activation were more limited compared with Tconvs (Figure 3A and Figure 3—figure supplement 1C), verifying that tTregs have low TCR responsiveness. 

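On activation, 5774 of the 11495 genes tested changed in Tconvs, 2816 of them higher and 2958 lower, a split that rescaled size factors turned to 2939 higher and 2795 lower. In tTregs 2517 genes changed, 1366 of them higher and 1151 lower (1265 and 1310 with quantile normalization). The median size of the log2 fold change over all genes tested was 0.59 in Tconvs and 0.33 in tTregs. The difference between both responses was tested in the same fit as an interaction, and it passed the thresholds for 3991 genes. With a log2 fold change above 1 required, the alternative that moved these counts most, 3047 genes changed in Tconvs and 763 in tTregs, and with the adjusted p alone 7092 and 3994. Over all genes tested, the distance between the activated and the resting group means was 129 log2 units in Tconvs and 68.0 in tTregs, a ratio of 1.90 ± 0.26 (SD, n = 3 pairs formed by replicate number, an arbitrary pairing for these cells). The spread between libraries was larger in tTregs, with a median SD over genes of 0.20 (resting) and 0.22 (activated) log2 units against 0.10 and 0.11 in Tconvs. *Lad1* had the largest rise in Tconvs, from 1.28 ± 1.42 to 1039 ± 48.8 normalized counts (SD, n = 3), and stood at 140.4 ± 14.6 and 221 ± 31.6 in resting and activated tTregs, a difference in response of 8.39 on the log2 scale (adjusted p = 6.22e-09). *Patl2* had the largest fall in Tconvs, from 278 ± 14.4 to 2.06 ± 1.85 normalized counts. In tTregs the largest rise was that of *Spc24*, from 3.61 ± 3.20 to 83.6 ± 14.1, followed by *Hmmr* and *Bub1*, which were at 19.5 and 31.1 normalized counts after activation. *Slc24a5* had the largest fall in tTregs, from 15.4 ± 5.50 to 1.89 ± 3.28 (adjusted p = 0.0117), with 39.5% of its exon bases shared with *Myef2* on the other strand. *Irf4*, a transcription factor induced by TCR signaling, rose from 33.4 ± 4.48 to 4309 ± 173 in Tconvs and from 216 ± 46.6 to 387 ± 74.1 in tTregs. From the more limited change of tTregs in PCA and differential expression, the paper reads a low TCR responsiveness of tTregs.

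**Figure D1:**
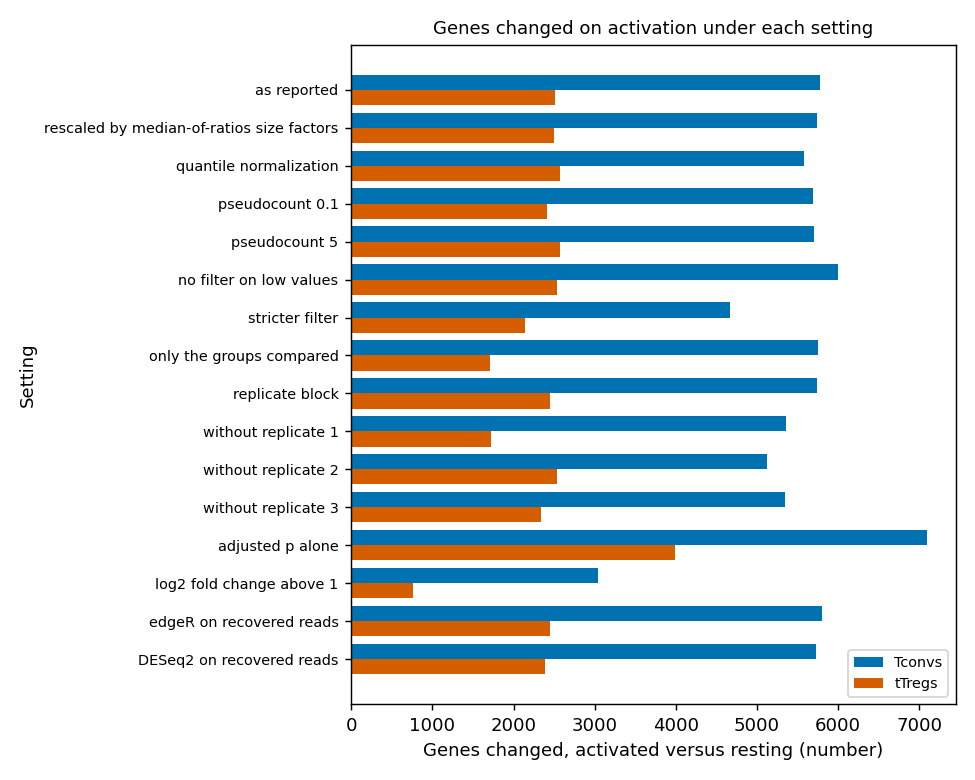
Number of genes changed between activated and resting cells, in Tconvs and tTregs (bars), under the setting reported here and each alternative. The bar of the Tconvs is the longer one under every setting drawn, with 5774 against 2517 genes as reported.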

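PCA was run on the log2 values of the 11495 genes tested, centered and not scaled. PC2 held 27.1% of the variance. Resting and activated Tconvs had mean PC2 scores of 67.3 and 46.9, and resting and activated tTregs had means of -50.7 and -59.2. The 3 iTreg libraries had scores between -5.81 and -2.87, so that iTregs lay 54.8% ± 1.3 (SD, n = 3) of the way from the mean of the Tconv groups to the mean of the tTreg groups, between the libraries of both cell types. With the 500 most variable genes, the alternative that moved this position most, it was 42.2%, and with each gene scaled to unit variance it was 67.0%. Of the 14 genes that the paper's figure lists as markers of Tconvs on this axis, 10 were tested and all 10 loaded in the direction of Tconvs. All 16 genes listed for Tregs loaded in the direction of tTregs, with a median rank within the first 2.05% of the genes. The figure shows top contributors to the paper's own PC2, so these directions were largely set by that choice. Of the 16 genes listed for Tregs, 15 were higher in iTregs than in resting Tconvs, 10 were lower in iTregs than in resting tTregs and 3 were higher. The distance from iTregs over all genes was 138 log2 units to activated Tconvs, 157 to activated tTregs, 185 to resting tTregs and 200.1 to resting Tconvs.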

Comparing the transcriptome characteristics with other cell types, iTregs acquired partial Treg features after induction, shown as an intermediate between Tconvs and tTregs on PC2 (Figure 3A and Figure 3—figure supplement 1B). 

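PC1 held 48.2% of the variance. Its scores were between 115 and 121 in the 3 iTreg libraries, with group means of 23.4 in activated Tconvs, -18.2 in activated tTregs, -56.5 in resting tTregs and -67.5 in resting Tconvs. The gap between iTregs and activated Tconvs made up 50.3% ± 1.9 (SD, n = 3) of the range of the scores of all 15 libraries. All 15 proliferation genes that the paper's figure lists for PC1, such as *Ccna2*, *Cdk1* and *E2f1*, loaded toward iTregs, and all 19 genes listed for naive cells loaded the other way. The figure shows top contributors to the paper's own PC1, so these directions were largely set by that choice. The proliferation genes were higher in iTregs than in resting Tconvs in 15 of 15 cases and higher than in activated Tconvs in 13 of 15, with a median log2 fold change of 1.67 over activated Tconvs. *Ccna2*, for example, was at 4535 ± 736 normalized counts in iTregs, 142 ± 29.3 in activated Tconvs and 35.6 ± 34.1 in activated tTregs (SD, n = 3 each). Of the 19 naive-cell genes, 19 were lower in iTregs than in resting Tconvs and 17 were lower than in activated Tconvs. Between iTregs and activated Tconvs, 4784 genes differed in all, 2634 higher and 2150 lower in iTregs. Quantile normalization changed that split to 2095 higher and 2835 lower.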

While among all cell states, iTregs had the highest PC1 scores, represent higher proliferation state, probably due to the 4 days of induction (Figure 3A and Figure 3—figure supplement 1A).

Next, we analyzed the chromatin accessibility of these cells using ATAC-seq data. In the PCA plot, tTregs showed fewer changes after activation compared to Tconvs, while iTregs were closer to activated Tconv cells (Figure 3B). In differential peak heatmap clustered by cell type, Tconvs became more accessible in ‘Activation Region’ after activation, and with a dramatic increase in the overall accessibility (Figure 3C). However, the changes of tTregs after activation are limited, the majority of tTreg-specific accessible region, named ‘Treg Region’, were not changed. Also the activation region opening seen in Tconvs were not more accessible in tTregs (Figure 3C). All of these characteristics indicated that tTreg phenotype is highly ensured by their low TCR responsiveness which potentially led to their refusal to change chromatin accessibility seen in Tconvs following activation.

When comparing iTregs with the others, we found iTregs were highly accessible in activation region found in activated Tconvs (Figure 3C, D). However, only a few Treg-specific peaks shown in Treg region were opened in iTregs (Figure 3C, E). For further analysis, we isolated Treg-specific peaks. It was clear that most of them were opened in tTregs but showed little accessibility in iTregs (Figure 3—figure supplement 1D). 

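In the RNA-seq data, *Foxp3*, on chromosome X of GRCm38 from 7573644 to 7595245, was at 7537 ± 285 normalized counts in resting tTregs and 7312 ± 581 in activated tTregs (SD, n = 3 each). It was at 1280.0 ± 88.4 in resting iTregs, 10.4 ± 0.835 in resting Tconvs and 33.8 ± 2.46 in activated Tconvs. The log2 fold change of iTregs over resting Tconvs was 6.81 (standard error 0.09, adjusted p = 2.23e-16), and that of iTregs over resting tTregs was -2.56 (standard error 0.09, adjusted p = 5.71e-12). Of the exon bases of *Foxp3*, 31.5% are shared with exons of overlapping genes, so part of its reads could not be assigned by position alone. *Ctla4*, on chromosome 1 from 60887000 to 60915832, was at 2897 ± 342 in resting tTregs, 2180.3 ± 623 in activated tTregs and 2144 ± 344 in resting iTregs, against 221 ± 14.0 in resting and 701 ± 30.7 in activated Tconvs. Its difference between iTregs and resting tTregs, -0.44 (standard error 0.16, adjusted p = 0.0215), did not reach the fold change threshold. *Lrrc32*, which encodes a surface protein of Tregs, had the largest rise from resting Tconvs to resting tTregs, from 7.40 ± 3.39 to 6194 ± 935, and was at 1471 ± 216 in iTregs.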

For example, *Foxp3* and *Ctla4*, expressed in both tTregs and iTregs, show high accessibility in resting and activated tTregs, but were closed or only partially opened in iTregs (Figure 3G). In contrast, genes related to inflammation cytokine in T helper cells, such as *Ifng*, *Il4*, *Il17ra*, and *Il21*, were highly opened in iTregs (Figure 3F). In further elaboration of Activation Region in Figure 3D, we have selected some genes including typical peaks that are within this region (Figure 3—figure supplement 1E). These genes encompass some T cell activation-associated transcription factors, such as *Irf4*, *Atf3*, as well as multiple members of the Tnf family including *Lta*, *Tnfsf4*, *Tnfsf8*, and *Tnfsf14*. Additionally, genes related to inflammation cytokine and function such as *Il12rb2*, *Il9*, and *Gzmc* are included. These genes display elevated accessibility upon T cell activation, partially open in activated tTreg cells. However, all of them exhibit high accessibility in iTreg cells.

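Treg features at the expression level were counted over all genes tested. Between resting tTregs and resting Tconvs 4441 genes differed, and the 2352 that were higher in tTregs served as a tTreg signature. Of these, 1299 were also higher in iTregs than in resting Tconvs, a share of 55.2% (95% Wilson interval 53.2-57.2%, which treats genes as independent), and 374 were lower in iTregs. Among the 9143 other genes tested, 2474 were higher in iTregs, a share of 27.1%. Both comparisons use the same resting Tconv libraries, which by itself raises the share: with a single resting Tconv library as reference, the mean share was 55.8% when that library also served to choose the signature and 52.1% when it did not, against 25.2% and 25.1% of the other genes. The alternative that moved the share most took the signature from activated tTregs over activated Tconvs, and compared iTregs with activated Tconvs. Of its 2942 signature genes, 1048 were also higher in iTregs, a share of 35.6%, against 18.5% of the other genes. Between iTregs and resting tTregs 7293 genes differed, 3713 of them higher and 3580 lower in iTregs (3313 and 3999 with quantile normalization), and 7314 differed between iTregs and resting Tconvs. Every count here was tested with limma under the thresholds given above for the 15 libraries.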

Overall, we showed that at the gene expression level, iTregs have acquired some Treg features, but the chromatin accessibility was mostly trapped in activated Tconv state, not only with regard to the closed Treg genes, but also with genes associated with T activation and inflammation highly opened. The latter is expected to be mainly closed in genuine Tregs in accordance with their lower responsiveness to TCR triggering. We speculate that this ‘unconverted’ chromatin accessibility, especially the highly opened activated genes will contribute to iTreg instability upon TCR stimulation. It is therefore interesting whether NFAT accumulated in nuclei driven by sustained calcium oscillation will indeed target those genes for an activation state unfit for their phenotypical stability.

### SOCE and NFAT directly leads to phenotypical instability in iTregs

To further validate the role of calcium and NFAT in iTreg instability, we used inhibitors cyclosporine A (CsA) and CM-4620 to suppress calcium signal and NFAT, respectively. We found that inhibition of calcium or NFAT rescued the Foxp3 expression in iTregs upon restimulation (Figure 4A). Another SOCE inhibitor BTP2 was also verified (Figure 4—figure supplement 1A). Accordingly, ionomycin, which can directly induce calcium release independent of TCR activation, also lead to iTreg instability (Figure 4—figure supplement 1B). Thus, NFAT and calcium signaling blockage were correlated to iTreg stability. As control, inhibition of NF-κB (BAY 11-7082), c-Jun (SP600125), or a c-Jun/c-Fos complex (T5224) had no discernable effect, or in one case, possibly further reduction in stability (Figure 4—figure supplement 1C). These results may indicate that NFAT plays a crucial and special role in TCR activation, which leads to iTreg instability.

**Figure 4.**
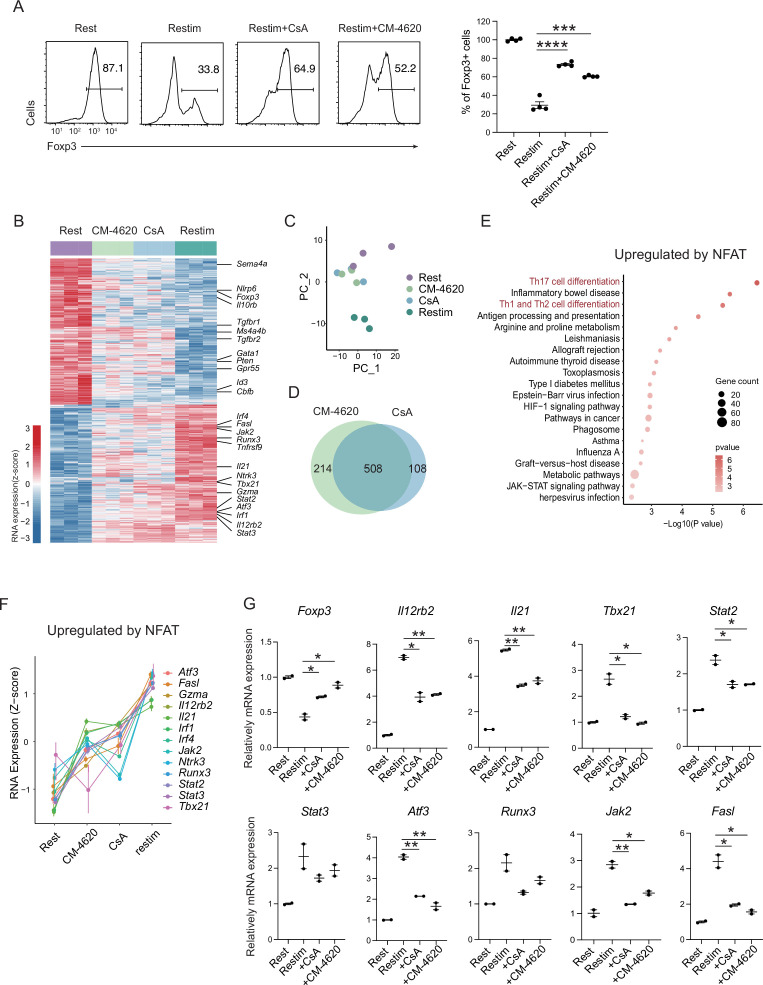
Store-operated calcium entry (SOCE) signaling and NFAT can disrupt iTreg stability. (**A**) Impact of calcium signal and NFAT on iTreg stability. Sorted Foxp3-GFP^+^ iTregs were rested for 1 day, then restimulated by anti-CD3 and CD28 in the presence of cyclosporine A (CsA) and CM-4620. Percentages of Foxp3^+^ cells were analyzed by intracellular staining after 2-day restimulation. Left, representative histograms of CsA and CM-4620-treated iTregs. Right, graph for the percentages of CsA and CM-4620-treated Foxp3^+^ cells in all CD4^+^ cells. *n* = 4, *N* = 8. (**B**) Heatmap showing the decreased changes for restimulated iTregs with CM-4620 or CsA. Typical genes were highlighted. (**C**) Principal component analysis (PCA) visualization of transcriptional profiles of iTregs at different states. Color indicates cell states. (**D**) Venn plot showing the overlap of DEGs rescued by adding CM-4620 or CsA. (**E**) Biological terms enriched by the significant upregulated genes after iTreg restimulation rescued by inhibiting calcium or NFAT. (**F**) Representative genes upregulated after iTreg restimulation rescued by inhibiting calcium or NFAT. (**G**) QPCR of *Foxp3* and Th-differentiated gene expression in the resting, restimulated and CsA/CM-4620-treated iTregs. Here, *p < 0.05; **p < 0.01; ***p < 0.001; ****p < 0.0001, by Student’s *t*-test. Figure 4—source data 1.iTreg stability, QPCR of related gene expression upon activation after CsA and CM-4620 blockade.

**Figure 4—figure supplement 1.**
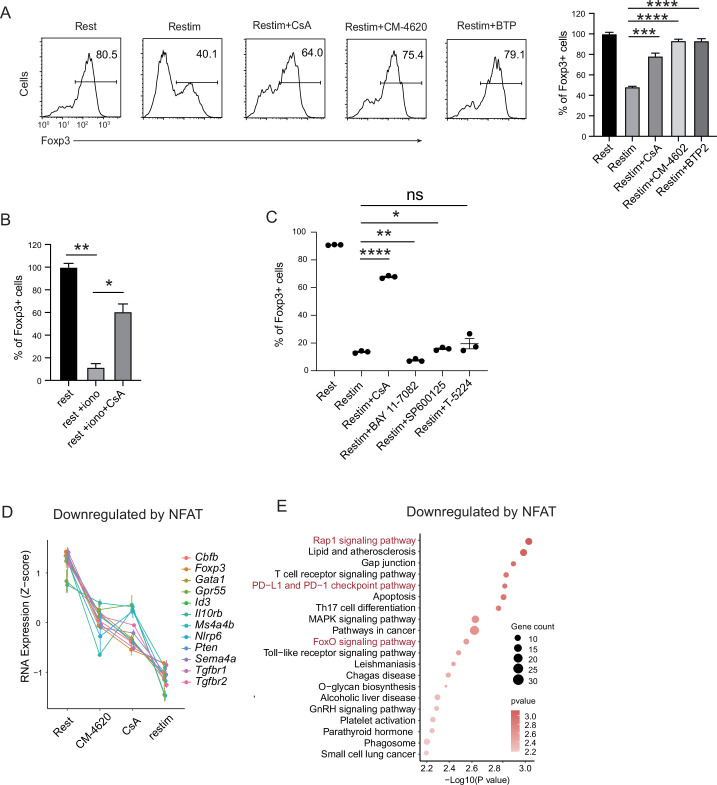
Store-operated calcium entry (SOCE) signaling and NFAT cause instability and downregulate Treg-related gene. (**A**) Stability of iTreg treated with CM-4620, cyclosporine A (CsA), and BTP-2 upon restimulation. iTregs were restimulated by anti-CD3 and CD28 in the presence of CsA, CM-4620, and BTP-2. Percentages of Foxp3+ cells were analyzed by intracellular staining after 2-day restimulation. Left, representative histograms. Right, graph for the percentages of Foxp3. *n* = 3, *N* = 3. (**B**) Stability of ionomycin and CsA-treated iTreg. iTreg were treated with ionomycin and CsA, percentages of Foxp3+ cells were analyzed by intracellular staining after 1-day restimulation. *n* = 2, *N* = 3. (**C**) Stability of NF-κb and c-Jun/c-Fos inhibitor-treated iTreg. Sorted Foxp3-GFP+iTregs were rested for 1 day, then restimulated by anti-CD3 and CD28 in the presence of indicated inhibitors. Percentages of Foxp3+ cells were analyzed by intracellular staining after 2-day restimulation. *n* = 3. (**D**) Representative genes downregulated after iTreg restimulation rescued by inhibiting calcium or NFAT. (**E**) Biological terms enriched by the significant downregulated genes after iTreg restimulation rescued by inhibiting calcium or NFAT. Here, *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001, by Student’s *t*-test.

To investigate how NFAT and calcium signaling destabilize iTregs, we performed RNA-seq on these cells. 

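The RNA-seq libraries covered 4 groups of iTregs with 3 replicates each: resting iTregs, iTregs restimulated through CD3 and CD28, and iTregs restimulated in the presence of CM-4620, an inhibitor of the SOCE channel, or of CsA, which blocks the activation of NFAT by calcineurin. The deposited labels of the CM-4620 libraries name only an inhibitor of ORAI, the SOCE channel. They were taken as CM-4620 because the paper's RNA-seq figures show no other inhibitor besides CsA. The resting libraries are the ones compared above with Tconvs and tTregs. The authors deposited gene counts divided by one size factor per library for these groups too. The 12 libraries held between 9808710 and 14103900 reads on genes, with a median of 10809600 in resting, 10907800 in restimulated, 12353400 in CM-4620-treated and 10740900 in CsA-treated iTregs. The 11105 genes with at least 10 normalized counts in at least 3 of the 12 libraries were tested with limma in a fit of their own, under the same thresholds. A gene was called rescued by an inhibitor when it changed on restimulation and changed in the opposite direction between inhibitor-treated and restimulated iTregs, both past the thresholds. The paper describes rescue as a change that was blocked or failed to occur and gives no threshold for it, and a definition as no difference from resting iTregs is given as an alternative below. Libraries with the same replicate number shared part of their deviation from the group means in these 12 libraries, with a mean correlation of 0.15 across genes against -0.075 for libraries with different numbers. The counts, distances and shares were therefore also computed with replicate as a block.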

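Restimulation changed 1425 of the 11105 genes tested, 744 of them higher and 681 lower, and 1500 genes with replicate as a block. With the adjusted p alone required, the alternative that moved this count most, 3264 genes changed. Against restimulated iTregs, 366 genes differed under CM-4620, 167 higher and 199 lower, and 420 with the replicate block. Under CsA 324 genes differed, 174 higher and 150 lower, and 372 with the replicate block. Of the 366 genes, 257 moved opposite to restimulation, 8 moved further in the same direction and 101 had not changed on restimulation. Of the 324 genes, these numbers were 195, 18 and 111. With the replicate block they were 290, 9 and 121 of the 420 genes, and 220, 19 and 133 of the 372. Against resting iTregs, 789 genes differed under CM-4620 and 1047 under CsA, and 917 and 1143 with the replicate block. The largest rises on restimulation were those of *Gfra1*, from 0.336 ± 0.582 to 15.9 ± 2.16 normalized counts (SD, n = 3), *Slc17a6*, from 2.29 ± 1.39 to 37.1 ± 12.1, and *Gbp10*, from 37.0 ± 14.0 to 387 ± 26.9, although 46.3% of the exon bases of *Gbp10* are shared with other genes. The largest falls were those of *Muc13*, from 125 ± 26.5 to 4.42 ± 1.04, *Prok1*, from 59.4 ± 6.21 to 1.95 ± 0.804, with 35.4% of its exon bases shared, and *Ifi203*, from 157 ± 22.8 to 11.6 ± 6.45. Among the largest changes under the inhibitors, *Crabp2* stood at 155 ± 14.7 in restimulated iTregs, 27.7 ± 3.64 with CM-4620 and 35.1 ± 7.56 with CsA, and *Ifit1bl1* at 1.12 ± 1.94, 12.9 ± 1.33 and 10.8 ± 2.27.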

From the differential gene expression and PCA, we found that iTregs upon restimulation showed significant differences from the resting state at the transcriptome level, and this difference could be substantially reduced with inhibition of calcium or NFAT (Figure 4B). 

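The distance of each library from the mean of the resting iTregs was taken over all 11105 genes on the log2 scale. It was 55.6 ± 1.4 (SD, n = 3) in restimulated iTregs, 46.1 ± 2.2 with CM-4620 and 49.5 ± 2.6 with CsA, and 23.9 ± 1.4 in the resting libraries themselves. The distance under the inhibitors was thus 82.9% and 88.9% of that of restimulated iTregs. Every library of either inhibitor was closer than every restimulated library (two-sided exact permutation test, p = 0.1, the smallest that 3 libraries against 3 allow). For CsA this separation was not complete with the stricter filter (exact permutation test, p = 0.3) or with each gene scaled to unit variance (exact permutation test, p = 0.2). With the replicate block removed from the values, the distances were 53.9 in restimulated iTregs, 44.3 ± 0.21 (82.2%) with CM-4620 and 47.6 ± 0.88 (88.5%) with CsA. In the PCA of the 12 libraries, the first component, with 32.8% of the variance, parted resting from restimulated iTregs. On a scale from 0 at the resting to 100 at the restimulated mean, CM-4620 libraries stood at 71.0 ± 4.5 and CsA libraries at 79.8 ± 5.5 on that component, and at 70.6 and 79.7 with the replicate block removed.

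**Figure D2:**
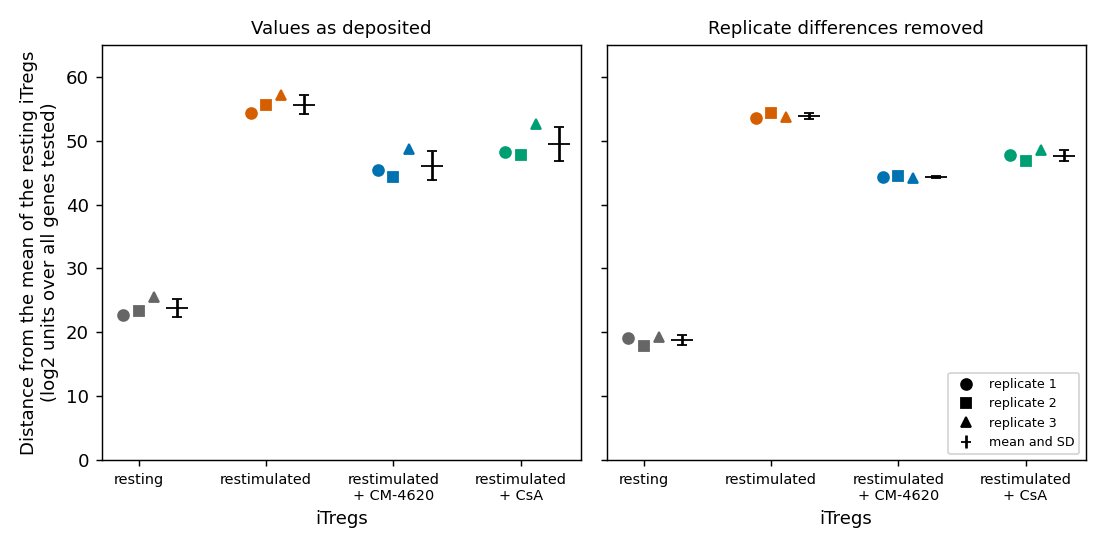
Distance of each library from the mean of the resting iTregs (log2 units over all genes tested) for the 4 groups of iTregs, from the deposited values (left) and with replicate differences removed (right). Points are libraries, shapes are replicates, and bars are the mean and SD; the libraries with CM-4620 and CsA lie between the resting and the restimulated ones in both panels.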

As shown in the PCA plot, calcium/NFAT-blocked iTregs were significantly closer to the resting state than the unstable ones (Figure 4C). Thus, inhibition of calcium or NFAT can significantly improve the stability of iTregs as reflected by transcriptomic identity. In addition, the large overlap (about 80%) of genes that were rescued by CM-4620 and by CsA further supported that calcium signaling change the fate of iTregs mainly through NFAT (Figure 4D).

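How much of the restimulation response was left under each inhibitor was measured over the 1425 genes changed by restimulation. The slope of the change from resting iTregs under the inhibitor on the change in restimulated iTregs was 62.1% ± 0.67 (SD, n = 3 libraries) with CM-4620 and 69.1% ± 1.1 with CsA. With replicate as a block, the genes chosen gave 61.7% and 68.1%. Genes raised by restimulation had 65.7% of their change left with CM-4620 and 72.8% with CsA, and genes lowered by it had 57.7% and 64.5%. With the block these were 64.5% and 71.3%, and 58.3% and 64.2%. With only the groups compared in the fit the order was reversed, with 54.1% and 62.0% in raised and 59.8% and 66.5% in lowered genes. Those fits filter each comparison apart, and a gene filtered out of an inhibitor comparison was taken as unchanged from rest. This lowers the share left, so the reversal cannot be told apart from an effect of such genes. When each restimulated library was left out of the choice of genes, its own slope on the remaining ones was between 90.5% and 93.3%, which shows how far the choice of genes alone lowered a slope. The use of only the groups compared in the fit, with filtered genes taken as unchanged, moved the slope with CM-4620 most, to 56.7%. No filter on low values gave 59.6%.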

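CM-4620 rescued 257 of the 1425 genes changed by restimulation and CsA rescued 195. Both inhibitors rescued 137 genes, against 35.2 if the sets were independent, and 315 genes were rescued by at least one of them. The shared genes made up 53.3% of the CM-4620 set (95% Wilson interval 47.2-59.3%), 70.3% of the CsA set (63.5-76.2%) and 43.5% of the genes rescued by either (38.1-49.0%). With replicate as a block, CM-4620 rescued 290 genes, CsA 220 and both 156, and the shares were 53.8%, 70.9% and 44.1%. When a gene was called rescued if it no longer differed from resting iTregs under the inhibitor, the alternative that moved the counts most, CM-4620 rescued 847 genes, CsA 703 and both 606, which was 71.5% of the first set, 86.2% of the second and 64.2% of either. Both sets were measured against the same 3 restimulated libraries. Between iTregs treated with CM-4620 and with CsA, 40 genes differed, 11 higher and 29 lower with CM-4620, and 51 with the replicate block.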

Among the genes rescued by CM-4620 and CsA, they can be further divided into two groups. 

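Of the 137 genes rescued by both inhibitors, 68 had been lowered and 69 raised by restimulation. Of the 315 genes rescued by at least one inhibitor, 142 had been lowered and 173 raised. With replicate as a block, these numbers were 77 and 79 for both inhibitors, and 160 and 194 for at least one.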

Members of the first group were downregulated upon restimulation and the downregulation was blocked by inhibition of calcium and NFAT. This result indicating that these genes are downregulated by NFAT. Among these genes, several of them are critical for functions and stability of Tregs, such as *Foxp3*, *Id3*, *Il10rb*, *Sema4a*, *Tgfbr1/2*, *Ms4a4b*, and *Nlrp6* (Figure 4B and Figure 4—figure supplement 1D). 

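Of the genes that the paper lists in this group, 11 are reported here, and all 11 were lower in restimulated than in resting iTregs past the thresholds. CM-4620 raised 4 of them past the thresholds (*Gata1*, *Gpr55*, *Id3* and *Ms4a4b*) and CsA raised 3 (*Gpr55*, *Id3* and *Ms4a4b*), and all 11 means were higher under each inhibitor than in restimulated iTregs, although without replicate 3 that of *Il10rb* with CM-4620 was -0.02 on the log2 scale. With replicate as a block, the same 4 and 3 genes passed. With p-values adjusted over the list alone, 4 passed with CM-4620 and 4 with CsA. The paper picked these genes for a fall and a rescue in its own RNA-seq data, which largely set their directions here. *Foxp3* fell from 1280.0 ± 88.4 normalized counts in resting to 710.3 ± 18.7 in restimulated iTregs (SD, n = 3), a log2 fold change of -0.85 (standard error 0.09, adjusted p = 3.57e-06). It was at 865 ± 35.8 with CM-4620, a log2 fold change of 0.28 over restimulated iTregs (adjusted p = 0.0568 from limma, 0.0224 with replicate as a block), and at 766 ± 97.0 with CsA (0.10, adjusted p = 0.532, and 0.435 with the block), with the overlap of its exons given above as a limit. *Id3*, on chromosome 4 from 136143497 to 136145755, fell from 626 ± 69.8 to 119 ± 5.41 and was at 278 ± 30.4 with CM-4620 (adjusted p = 6.73e-06, 7.89e-07 with the block) and 199 ± 17.5 with CsA (adjusted p = 0.000677, 0.000179 with the block). *Ms4a4b*, on chromosome 19, fell from 2106 ± 385 to 383 ± 42.1 and was at 1584 ± 129.9 and 1494 ± 115. *Il10rb* fell by 0.51 on the log2 scale, and its log2 fold change over restimulated iTregs was 0.06 with CM-4620 (adjusted p = 0.764, 0.686 with the block) and 0.27 with CsA (adjusted p = 0.065, 0.0248 with the block). *Sema4a* was 0.39 higher with CM-4620 and 0.34 higher with CsA on the log2 scale, at adjusted p = 0.0212 and 0.0396 (0.00235 and 0.00662 with the block), below the fold change threshold. The rises of *Tgfbr1* were 0.27 and 0.11 and those of *Tgfbr2* 0.33 and 0.29, of which that of *Tgfbr2* with CM-4620 had an adjusted p of 0.0291 (0.00977 with the block). *Nlrp6* was at 4.72 ± 0.803 normalized counts in restimulated iTregs, 8.77 ± 4.00 with CM-4620 (adjusted p = 0.362, 0.359 with the block) and 11.1 ± 2.01 with CsA (adjusted p = 0.113, 0.115 with the block), so that neither rise passed.

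**Figure D3:**
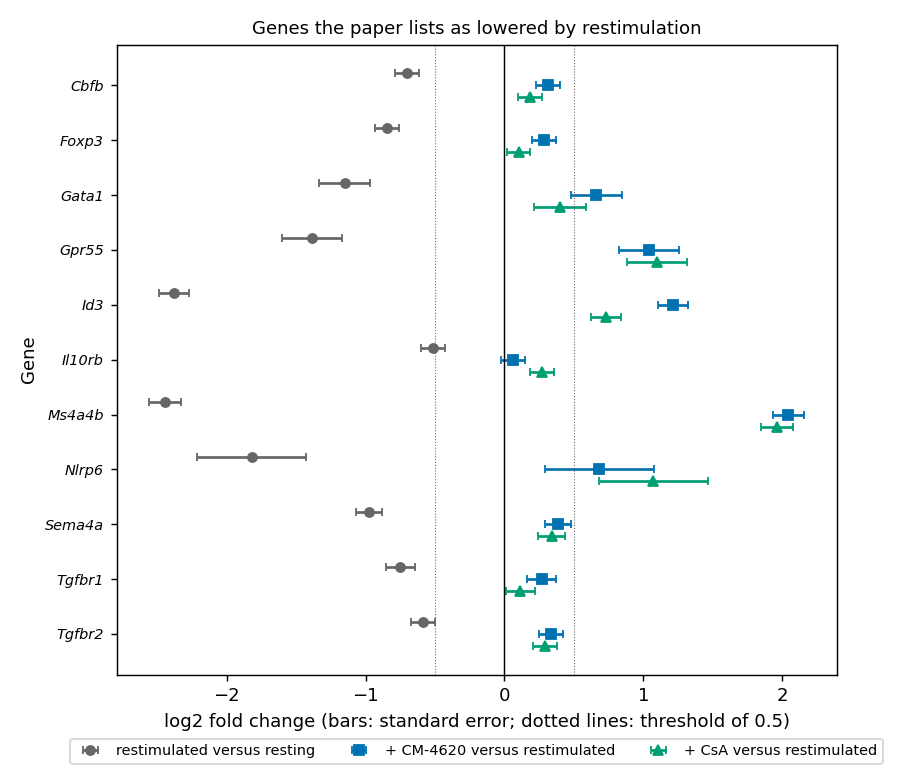
Log2 fold change of the 11 genes on restimulation and under each inhibitor against restimulated iTregs (points) with its standard error (bars). All 11 lie left of 0 on restimulation, and 4 lie past 0.5 at an adjusted p below 0.05 with CM-4620 and 3 with CsA.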

In the functional analysis of these genes, we found that Rap-1 pathway, PD-1/PD-L1 pathway and Foxo pathway were significantly enriched (Figure 4—figure supplement 1E). Loss of these genes was therefore consistent with the phenotype of iTreg instability.

The other group had genes that were otherwise upregulated after restimulation, but failed to do so with CM-4620 or CsA, indicating that these genes are upregulated by NFAT. In these genes, many of them are associated with T helper differentiation and T cell activation, such as *Il21*, *Il12rb2*, *Tbx21*, *Gzma*, *Stat2*, *Stat3*, *Atf3*, and *Fasl* (Figure 4B, F). 

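All 14 genes that the paper lists in this group were higher in restimulated than in resting iTregs past the thresholds, and all 14 were lower under each inhibitor than in restimulated iTregs. The fall passed the thresholds for 8 genes with CM-4620 and for 8 with CsA, of which *Atf3*, *Fasl*, *Gzma*, *Il12rb2*, *Ntrk3* and *Tnfrsf9* were common to both. With replicate as a block, 8 passed with CM-4620 and 9 with CsA, *Tbx21* being the one added. With p-values adjusted over the list alone, 8 passed with CM-4620 and 9 with CsA. The directions of these genes were largely set by the paper's choice of them from its own RNA-seq data. *Il21*, on chromosome 3 with 8.92% of its exon bases shared with another gene, rose from 242 ± 19.5 to 971 ± 99.9 normalized counts (SD, n = 3), a log2 fold change of 2.00 (standard error 0.09, adjusted p = 1.31e-09). It was at 799 ± 49.8 with CM-4620, a log2 fold change of -0.28 (adjusted p = 0.0832 from limma, 0.021 with replicate as a block), and at 755 ± 61.9 with CsA, -0.36 (adjusted p = 0.0254, 0.004 with the block), neither of which reached the fold change threshold. *Il12rb2*, with 40.0% of its exon bases shared with *Serbp1* on the other strand, rose from 806 ± 115 to 4743 ± 459.8 and was at 2853 ± 233 with CM-4620 and 3229.5 ± 209 with CsA. *Tbx21* rose from 78.9 ± 22.4 to 175 ± 51.9 and was at 59.5 ± 30.4 with CM-4620 (adjusted p = 0.00773, 2.09e-05 with the block) and 85.8 ± 18.4 with CsA (adjusted p = 0.0897, 0.00255 with the block). *Gzma*, on chromosome 13, rose from 788 ± 23.4 to 2029 ± 31.1 and was at 995 ± 10.6 and 1432 ± 29.2, the latter a log2 fold change of -0.50 at the edge of the threshold. It was no longer called after the values were rescaled by size factors or quantiles, or without replicate 3. *Atf3* was -1.07 and -0.80 and *Fasl* -1.42 and -1.19 on the log2 scale with CM-4620 and CsA against restimulated iTregs. *Stat2* was -0.62 with CM-4620 and -0.46 with CsA (adjusted p = 0.000826, 0.000339 with the block), and *Stat3* was -0.43 and -0.28 (adjusted p = 8.61e-05 and 0.00365, 2.43e-05 and 0.00207 with the block), below the fold change threshold except for *Stat2* with CM-4620.

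**Figure D4:**
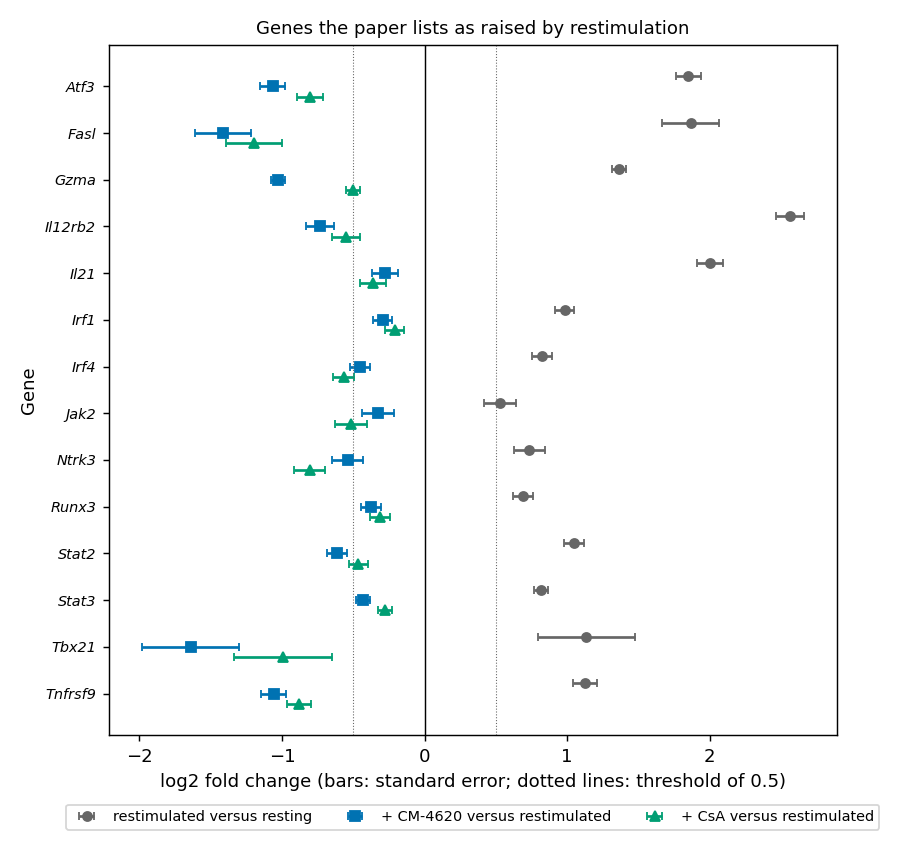
Log2 fold change of the 14 genes on restimulation and under each inhibitor against restimulated iTregs (points) with its standard error (bars). All 14 lie right of 0 on restimulation and left of 0 under both inhibitors, 8 of them past the thresholds with CM-4620 and 8 with CsA.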

Among them, *Il21* encodes a key cytokine in Th17 differentiation, *Tbx21*, encoding T-bet, and *Il12rb2* are key transcriptional factors and cytokine receptor for Th1 differentiation. Functional enrichment analysis of these upregulated genes pointed to Th17 related pathway and Th1/Th2 related pathways (Figure 4E). Further validation of these upregulation T helper related genes (T_H_ genes) by NFAT was perform by QPCR (Figure 4G). These results in all indicated the iTreg restimulation was associated with a strong tendency of differentiation toward non-Treg polarization, and NFAT was likely a key regulator in this process.

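Of the 14 listed genes raised by restimulation, 10 did not differ from resting iTregs past the thresholds with CM-4620 and 6 with CsA, and of the 11 lowered ones 8 and 5 did not. The numbers were the same with replicate as a block. *Il12rb2*, which stood at 806 normalized counts at rest, remained 1.83 higher with CM-4620 and 2.01 higher with CsA than in resting iTregs on the log2 scale (adjusted p = 1.96e-08 and 3.46e-09 from limma, and 4.92e-13 and 6.82e-14 with replicate as a block). *Il21* remained 1.72 and 1.64 higher, and *Gzma* 0.34 and 0.86 higher. *Tbx21* with CM-4620 was -0.51 from its resting value (adjusted p = 0.341, 0.0651 with the block). *Foxp3* remained -0.56 from its resting value with CM-4620 and -0.74 with CsA (adjusted p = 0.000363 and 2.18e-05, 4.59e-05 and 1.63e-06 with the block). From the genes that restimulation raised or lowered and that CM-4620 or CsA held back, the paper reads these genes as up- or downregulated by NFAT, and proposes that NFAT is a key regulator of the turn of restimulated iTregs toward non-Treg polarization.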

### NFAT upregulate prime-opened T_H_ genes to destabilize iTregs

To further study the role of NFAT in iTreg instability, we performed Cut&Tag assay to acquire the NFAT-binding sites in resting iTregs and those after restimulation (Figure 5A). NFAT-flag and anti-Flag antibody were used to capture peaks that were bound by NFAT (Figure 5—figure supplement 1A). The binding peaks were of high quality as indicated by the lower number of peaks in the mock control compared to both resting and activated states (Figure 5B). The number of NFAT peaks in restimulated iTregs was significantly higher than that in resting state, which was consistent with the massive nuclear translocation of NFAT indicated by western blot (Figure 5B and Figure 2D). For peak distribution at gene body, NFAT peaks both before and after restimulation were enriched at promoters/transcription start site (TSS) and the first introns of genes (Figure 5—figure supplement 1C).

**Figure 5.**
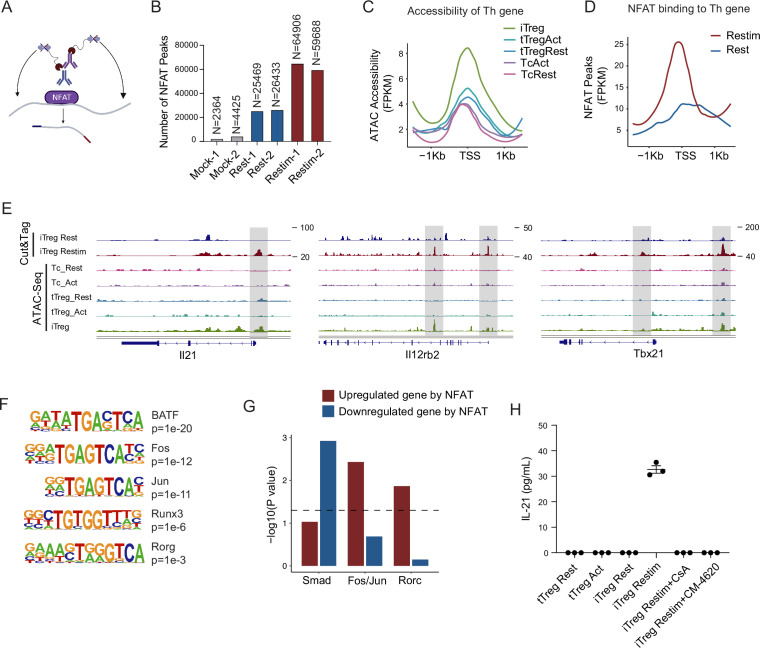
NFAT disrupt iTreg stability by upregulating prime-opened T_H_ genes. (**A**) Model of CUT&Tag experiments to capture the binding sites of NFATc1. (**B**) The number of NFAT Cut&Tag peaks in mock control, resting iTregs, and restimulated iTregs. (**C**) Normalized counts of ATAC-seq reads in resting and activated Tconvs, resting and activated tTregs and iTregs, centered on the transcription start site (TSS) region of NFAT-upregulated T_H_ genes. (**D**) Normalized counts of NFAT Cut&Tag reads in resting and restimulated iTreg, centered on the TSS region NFAT-upregulated T_H_ genes. (**E**) Genome track visualization of NFAT-binding profiles and chromatin accessibility profiles in typical genes *Il21*, *Il12rb2*, and *Tbx21*. (**F**) Motif enriched in peaks with higher NFAT Cut&Tag signals in restimulated iTreg versus resting iTreg. List of five representative motifs ranked based on the p-values. The enrichment was performed by using HOMER. (**G**) The enrichment of motif occurrence for typical NFAT cofactors Smad, Fos/Jun, Rorc in the NFAT peaks in NFAT-upregulated or -downregulated genes after restimulation. p-value was from Fisher’s exact test. (**H**) IL-21 secretion in tTreg and iTreg upon activation. iTregs and tTregs were sorted and restimulated with anti-CD3 and anti-CD28 antibodies, in the presence of cyclosporine A (CsA) and CM-4620. Cell culture supernatants were harvested after 2-day restimulation and IL-21 secretion was analyzed by ELISA. *n* = 3. Figure 5—source data 1.IL-21 secretion in tTreg and iTreg upon activation.

**Figure 5—figure supplement 1.**
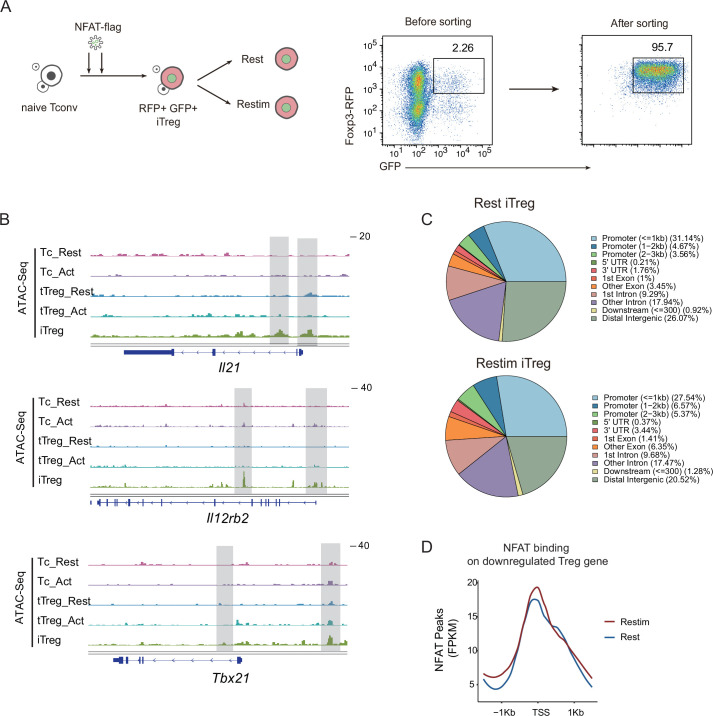
iTregs have highest accessibility in T_H_-associated genes. (**A**) Sorted Foxp3-RFP^+^ naive Tconvs were induced into iTregs in the presence of IL-2 and TGF-β for 4 days, on the second and third days, iTreg cells were infected with retrovirus packaging with NFAT-flag plasmid. The infected Foxp3-RFP^+^ iTregs were sorted and restimulated by anti-CD3 and CD28 for 1 day. After 1-day stimulation, the cells were collected and performed Cut&Tag assay. (**B**) Genome track visualization of chromatin accessibility profiles in typical genes *Il21*, *Il12rb2*, and *Tbx21*. (**C**) The genomic distribution of Cut&Tag peaks for NFAT in rest iTregs and restimulated iTregs. (**D**) Normalized counts of NFAT Cut&Tag reads in resting and restimulated iTreg, centered on the transcription start site (TSS) region NFAT-downregulated Treg genes.

For those upregulated T_H_ genes, we speculated that this may be associated with the highly ‘activated’ chromatin state of iTregs mentioned earlier. Therefore, we first checked the chromatin accessibility around the TSS in those genes and found that this group of genes was significantly more accessible in iTregs than in tTregs and Tconvs (Figure 5C). As shown in the genome browser view, *Il21*, *Il12rb2*, and *Tbx21* were more open in iTregs, even more so than the activated Tconvs (Figure 5—figure supplement 1B). Further analysis revealed that NFAT significantly increased their binding to the TSS regions on upregulated Th genes after restimulation (Figure 5D), while showing little change on downregulated Treg genes (Figure 5—figure supplement 1D). As shown by *Il21*, *Tbx21*, and *Il12rb2*, after activation, NFAT accumulated at the sites that were prime-opened resulting in their increased expression (Figure 5E). Therefore, the enhanced chromatin accessibility revealed in Figure 4 was indeed approached by the large amount of NFAT, leading to T cell polarization toward other directions with a sole reciprocal loss of polarization toward Tregs. This tendency may to some extent explain the rapid loss of iTreg phenotype.

As one potential counter argument, NFAT is ostensibly essential to the development of tTregs (Li et al., 2014; Zheng et al., 2010). In the induction of iTregs, NFAT in collaboration with SMAD is also critical (Vaeth et al., 2012; Zheng et al., 2010; Tone et al., 2008). It is therefore intriguing why NFAT re-activation after iTreg formation may serve as a key factor in compromising iTreg stability. To resolve those seemingly contradictory regulations, we performed NFAT motif enrichment analysis. The results showed that putative BATF, AP-1(Fos/Jun), and RORg-binding sites were highly enriched in restimulation state specific regions (Figure 5F). For the preference of different cofactors to different gene subsets, SMAD family tended to bind to genes that were downregulated by NFAT, for example, Foxp3, while AP-1 and RORg preferred binding to genes that were upregulated by NFAT, such as T_H_ genes (Figure 5G). Taken together, our results appear to suggest that upon restimulation of iTregs, NFAT prefers to cooperate with AP-1/RORg to promote the expression of prime-opened T_H_ gene expression, and at the same time denies the SMAD programming that may be critical to maintain Treg functions and stabilities. Certainly, how much this selective cooperation between NFAT and other transcriptional factors contributes to iTreg instability remains speculative until large-scale ChIP-seq analyses are performed on the players involved.

According to the Cut&Tag data, the secretion levels of IL-21 in tTreg and iTreg were also examined by ELISA. As shown in Figure 5H, tTreg did not secrete IL-21 regardless of activation status (undetectable), while iTreg did not secrete IL-21 at resting state but they did so after 48 hr of restimulation (Figure 5H). The secretion of IL-21 was inhibited by CsA and CM-4620 treatment. This observation aligns with our findings where nuclear binding of NFAT to gene loci of these cytokines enhanced their expression, pushing iTreg unstable under inflammatory conditions. These findings further underscore the likelihood that the inhibition of calcium and NFAT signaling might contribute to the stabilization of iTreg by suppressing the secretion of inflammatory cytokines.

### Reduction of SOCE enhances iTreg stability and suppressive potential

Given that sustained calcium signal and NFAT translocation can directly disrupt iTreg stability, we asked whether manipulation of calcium signaling or NFAT can conversely be used to stabilize those cells. As Treg suppression assays require the participation of other T cells which are sensitive to inhibitory agents added indiscriminately, after regular iTreg induction, we overexpressed a dominant negative ORAI (DN-ORAI), whose single monomer incorporation will lead to a functionally disabled ORAI hexamer, to control the SOCE signal upon iTreg restimulation (Mignen et al., 2008). As expected, the mutated ORAI reduced the SOCE signaling by about a half (Figure 6A). When we restimulated this DN-ORAI expressing iTregs with anti-CD3/CD28, they showed stronger stability with higher retention of Foxp3 than WT-ORAI iTregs (Figure 6B). Consistently, DN-ORAI iTregs displayed more potent suppressive activity than control iTreg in in vitro suppression assay (Figure 6C).

**Figure 6.**
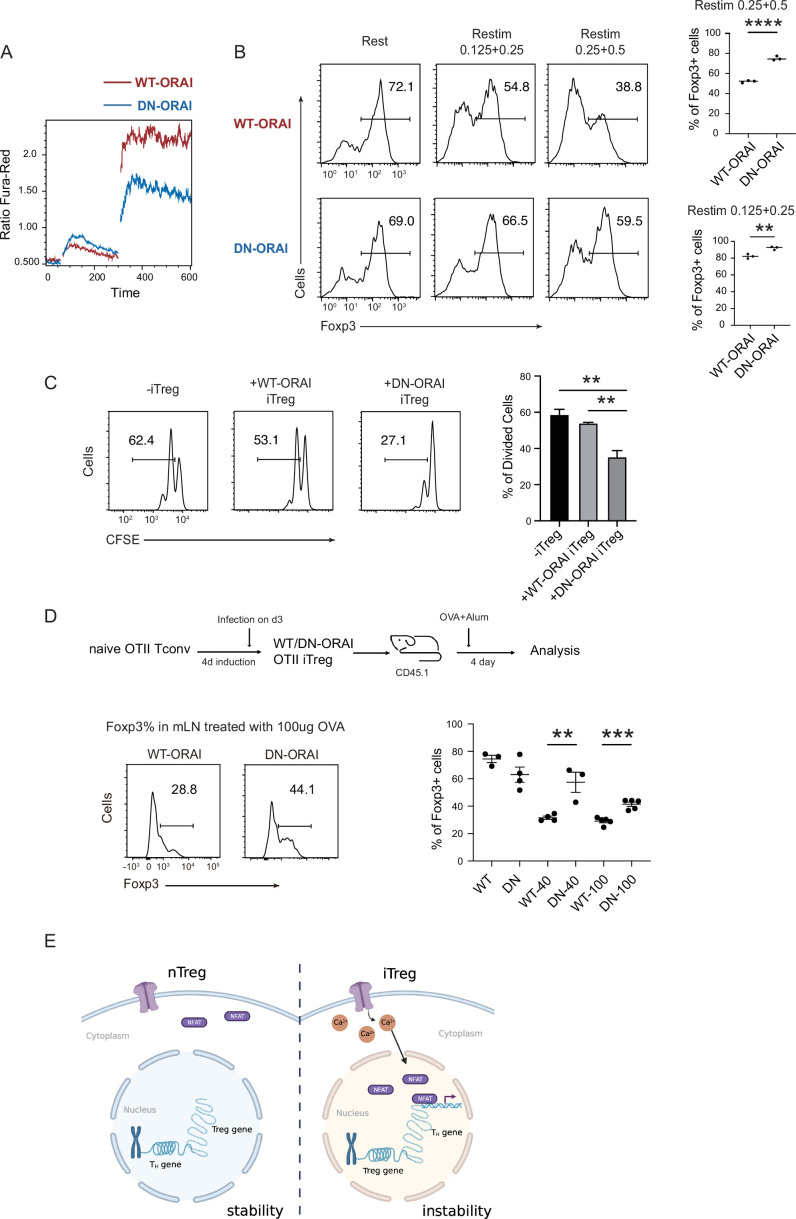
Manipulation of store-operated calcium entry (SOCE) can enhance iTreg stability. (**A**) Manipulation of SOCE signal by dominant negative ORAI (DN-ORAI). SOCE was recorded in DN-ORAI iTreg cells loaded with Fura-Red by flow cytometry, TG was added after 1 min to induce ER depletion, 5 min later 2 mM calcium was added to induce calcium influx. *N* = 3. (**B**) Stability of iTreg was enhanced by DN-ORAI. iTregs were infected with WT-ORAI and DN-ORAI, and then restimulated by anti-CD3 and CD28 for 2 days. Percentages of Foxp3 were analyzed by intracellular staining. Left, representative histograms of Foxp3 expression in DN-ORAI iTregs. Right, graph for the percentages of Foxp3^+^ cells in all CD4+ cells. *n* = 3, *N* = 3. (**C**) DN-ORAI enhances iTreg suppressive capacity. CFSE-labeled OT-II T cells were stimulated with OVA-pulsed DC, Foxp3-GFP^+^ WT-ORAI/DN-ORAI iTregs were added to the culture to suppress the OT-II proliferation. After 40 hr, CFSE dilutions were analyzed. *n* = 3, *N* = 3. (**D**) Stability of DN-ORAI iTreg in vivo. WT-ORAI/DN-ORAI-GFP^+^-transfected CD45.2^+^ Foxp3-RFP^+^ OT-II iTregs were transferred i.v. into CD45.1 mice. Recipients were immunized with OVA323-339 in Alum adjuvant. On day 5, mLN and spleen were harvested and analyzed for Foxp3 expression by intracellular staining. Up, schematic representation of adoptive transfer experiment. Bottom right, histograms of Foxp3 expression in CD4^+^CD45.1^+^ cells in spleen and mLN; bottom left, graph for the percentages of Foxp3^+^ cells in all CD45.2^+^ cells in mLN. *n* = 3, *N* = 3. (**E**) Proposed model. The diminished calcium signal and closed chromatin structure in tTregs protect them from genetic and epigenetic disturbances, and the sustained calcium signal in iTregs cause NFAT aggregation in the nucleus, which makes use of a pre-opened gene loci to upregulate T_H_ genes, thus resulting the instability of iTregs. Here, **p < 0.01; ***p < 0.001; ****p < 0.0001, by Student’s *t*-test. Figure 6—source data 1.Store-operated calcium entry (SOCE) signal, iTreg stability in vitro and in vivo after over-expression DN-ORAI.

**Figure 6—figure supplement 1.**
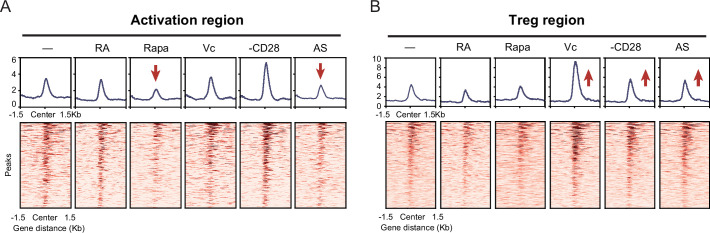
Different optimization of iTreg have various impact on activation and Treg regions. (**A**) Line plots (top) and heatmaps (bottom) of activation regions in anti-CD3, anti-CD28, IL-2, and TGF-β-induced iTregs, treated with retinoic acid, rapamycin, vitamin C, removal of CD28, and AS2863619. (**B**) Line plots (top) and heatmaps (bottom) of Treg regions in anti-CD3, anti-CD28, IL-2, and TGF-β-induced iTregs, treated with retinoic acid, rapamycin, vitamin C, removal of CD28, and AS2863619.

Finally, the stability of DN-ORAI iTregs in vivo was examined. In brief, OT-II iTregs were infected with DN-ORAI retrovirus and then purified by GFP fluorescence, then the CD45.2^+^ GFP^+^ Foxp3-RFP^+^ iTregs were adoptively transferred into CD45.1 recipient, and OVA/Alum were administrated to restimulate DN-ORAI iTregs in vivo. Analysis of the percentage of Foxp3+ cells in mLN 5 days after adoptive transfer showed that DN-ORAI iTregs were more resistant to the loss of Foxp3 and thus were more stable than control WT-ORAI iTregs (Figure 6D). These results collectively showed that weakened calcium signal and inhibition of NFAT can quantitatively prevent iTregs from losing more Foxp3 both in vitro and in vivo, thus permitting a stronger suppressive capacity and a longer stability.

Based on extensive opening of activation regions approached by NFAT in the process iTreg stimulation, we postulate that openness of activation region could be another crucial feature of Treg stability, in addition to closed Treg region by low TSDR (Treg-specific demythylated region). Beyond the basal regimens of anti-CD3, anti-CD28, IL-2, and TGF-β, several additional factors have been reported to enhance the stability of iTregs, including the use of retinoic acid, rapamycin, vitamin C, and AS2863619 as well as removal of CD28 signaling (Akamatsu et al., 2019; Hill et al., 2008; Mikami et al., 2020; Yue et al., 2016; Zhang et al., 2013). We observed if those new additions in some ways altered the state of TSDR as well as the the openness of activation region. Our findings revealed that rapamycin and AS tended to close the activation region (Figure 6—figure supplement 1A), while Vc, removal of CD28, and AS increased the accessibility of Treg genes (Figure 6—figure supplement 1B). These results indicate that different treatments have varied impacts on the activation region and Treg region. Hence, the selective and combinatorial use of those factors is an interesting proposal in the generation of more stable iTregs.

## Discussion

tTregs are different from other subsets of CD4 T cells in the thymic determination of their phenotype. To some extent, this centric determination is closer to CD4/CD8 demarcation, rather than other polarizations in the peripheral environment (Rudensky, 2011; Sakaguchi et al., 2008). The stable phenotype, even after activation, is critical to provide the baseline immune suppression (Rubtsov et al., 2010). pTregs/iTregs are driven by the environment. It is logical that those cells should be deprived of their suppressive ability when are no longer needed to avoid unnecessary accumulation of those cells. The current understanding is that during thymic development, *Foxp3* CNS2 region is selectively demethylated, allowing several transcriptional factors, such as Ets1 and Foxp3 itself to binding to this location (Samstein et al., 2012; Ohkura et al., 2012). This is one of several epigenetic features that maintain the stability, and TCR signaling in tTregs does not change the pre-established hypomethylation state. Induced Tregs, on the other hand, use a different program that relies on the binding of SMADs to the CNS1 region to initiate *Foxp3* expression (Tone et al., 2008). This SMAD binding mediated transcription is dependent on *Foxp3* H3K4me3 modification. In the absence of SMAD, H3K4me3 is partially lost, resulting in iTreg phenotypical shift (Tone et al., 2008). Withstanding this paradigm, iTregs do not immediately lose Foxp3 expression upon TGF-β withdrawal, the loss of Foxp3 is evident hours or days after TCR signaling (Selvaraj and Geiger, 2007). This indicates that while the epigenetic alterations are necessary, an activation event is required to drive the loss of phenotype. This notion is subtly echoed by the limited TCR signaling in tTregs, implying that the hyporesponsiveness to TCR ligation may be a critical feature to maintain their stability.

We observed differences between tTregs and iTregs in calcium signal and Th gene accessibility. tTregs utilize both truncated calcium signal and conserved chromatin accessibility to systematically reduce their TCR responsiveness, ensuring their stability. In contrast, iTregs retain the full strength of the TCR signaling, particularly the sustained vibration of SOCE signal, the key factor that drives NFAT synthesis and nuclear translocation. With the help of several cofactors, such as AP-1, NFAT caused the high expression of these T_H_ genes, which subsequently subverts the original differentiation of iTregs, leading to their instability. Direct inhibition of SOCE signaling and NFAT can enhance iTreg stability in vitro and in vivo (Figure 6E).

Previous observations also showed that the calcium signal in tTreg is weaker than that in Tconvs, and NFAT activity is suppressed in tTregs. The weaker Ca^2+^ signal in previous reports was seen as early as 10 min into activation, this contradiction likely reflects the experimental settings and stimulation strength (Yan et al., 2015). Nevertheless, in line with our results, inhibition of NFAT by low-dose CsA increased the number of tTreg in atopic dermatitis patients (Brandt et al., 2009). It seems reasonable to establish an inverse association between SOCE signal and Treg stability. In our analysis of the RNA-seq and chromatin accessibility data, we did not identify any particular mechanism that may account for the distinct Ca^2+^ signal patterns in tTregs and iTregs. However, in contrast to Tconvs and iTregs, there must be a negative signal loop that blunts SOCE vibration in tTregs. 

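A list of 31 genes of calcium entry, calcium stores, calcineurin and NFAT that was fixed before the data were examined was compared between resting iTregs and resting tTregs. Of the 30 that were tested, 19 differed past the thresholds, 6 higher and 13 lower in iTregs, and 19 also differed with p-values adjusted over the list alone. With a log2 fold change above 1 required, 11 differed. Between resting iTregs and resting Tconvs, in both of which the paper found sustained SOCE, 20 of the 30 genes differed, 6 higher and 14 lower in iTregs. Between resting tTregs and resting Tconvs 15 differed, 8 higher and 7 lower in tTregs. The number of differing genes therefore does not part cells with sustained from cells with truncated SOCE. Among the channel and sensor genes of SOCE, *Orai1* was at 103 ± 18.4 normalized counts in iTregs and 103 ± 20.1 in tTregs (SD, n = 3 each, adjusted p = 0.982 from limma) and *Stim1* differed by -0.42 on the log2 scale (adjusted p = 0.00492), while *Orai2* and *Stim2* were lower in iTregs, with log2 fold changes of -0.90 and -0.78. The receptor genes of the internal stores *Itpr2*, *Ryr2* and *Ryr3* were the ones with the largest falls, with log2 fold changes of -2.62, -4.27 and -3.40. *Ryr2* was at 51.7 ± 9.98 in resting tTregs and 2.47 ± 2.67 in iTregs, and *Ryr3* at 24.8 ± 12.2 and 1.29 ± 0.718. *Kcna3*, which encodes a potassium channel, was at 24.7 ± 3.22 in iTregs and 96.8 ± 26.0 in tTregs. The calcineurin subunit genes *Ppp3cc* and *Ppp3r1* were higher in iTregs, by 1.52 and 1.62 on the log2 scale, whereas *Ppp3ca* was lower, with a log2 fold change of -1.36, and *Ppp3cb* did not differ detectably (adjusted p = 0.989). *Nfatc2* was higher (0.62) and *Nfatc3* lower (-0.92) in iTregs. The tTregs of this comparison had the lower depth, and *Saraf* and *Kcnn4* varied widely between replicates, at 6409 ± 4296 normalized counts in resting tTregs and 1070.5 ± 622 in resting iTregs.

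**Figure D5:**
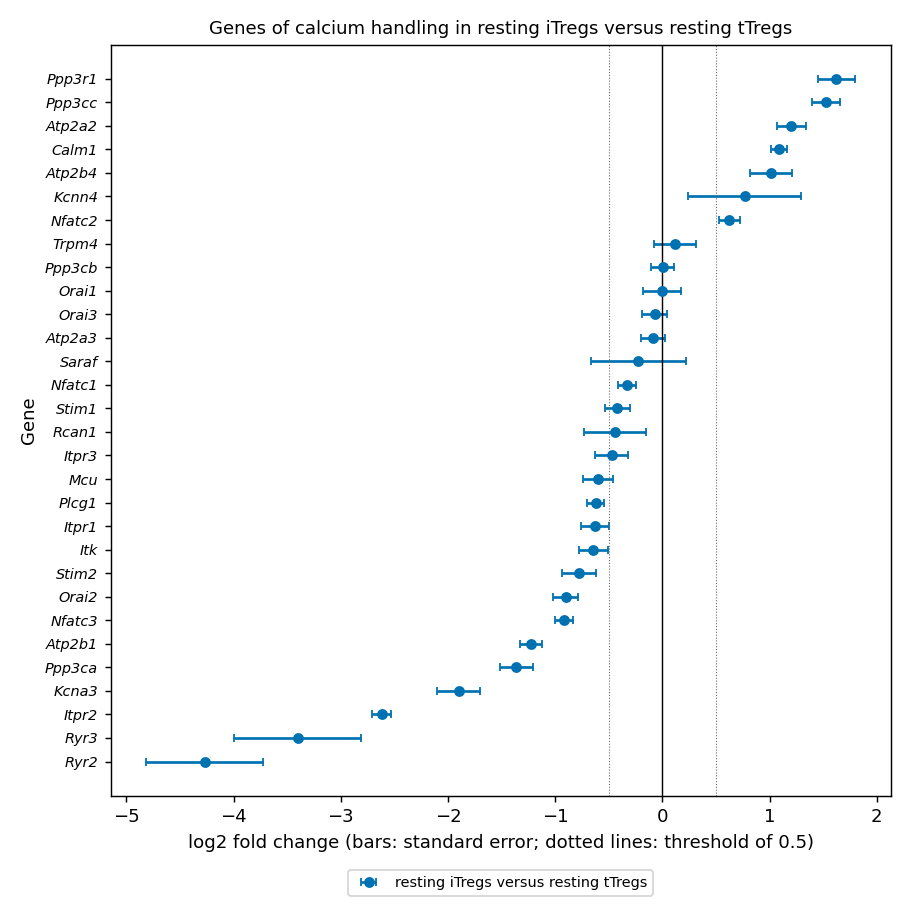
Log2 fold change of the 30 tested genes of calcium handling between resting iTregs and resting tTregs (points), with the standard error (bars), ordered by size. Of these genes, 6 lie past 0.5 and 13 past -0.5 at an adjusted p below 0.05.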

We tried to sustain the calcium signaling in tTregs forcibly by thapsigargin, and indeed observed loss of Foxp3. However, as we at the moment cannot appreciate the finesse of this regulation, the underlying molecular details will require much more delicate approaches rather the brutal force of ER store depletion. In our view, future investigation in this direction may lead to better understanding of Treg biology as well as innovations in clinical Treg cell therapy.

Our results are consistent with the understanding that Treg-specific hypomethylation is crucial for tTregs to stably express their Treg-specific genes (Samstein et al., 2012; Ohkura et al., 2012). Those epigenetic changes are mostly absent in iTregs, resulting in their instability. The differences of accessibility in Treg genes were also observed in our ATAC-seq data. Therefore, current treatments such as vitamin C and CD28 blockage applied to achieve demethylation and accessibility of Treg genes in iTregs are worthy attempts (Mikami et al., 2020; Yue et al., 2016). However, our work indicates that at least in ATAC-seq analyses, there are a cluster of activation and differentiation-related peaks present in iTregs that remain silent in tTregs upon TCR stimulation. Critically, these peaks were targeted by abundant NFAT in the iTreg nuclei following activation, leading to the upregulation of Th genes. This tendency of deviation away from Tregs may be another key player to iTreg instability. Our effort to produce highly stable iTregs would likely require a combined approach to demethylate Treg-specific genes and at the same time to block the activation and differentiation-related genes. In our work, targeting NFAT signaling during the restimulation phase appeared to be a potential method. Other ways that can directly close these genes will also likely be beneficial.

In this work, we stress the importance of NFAT signal in the instability of iTregs. Previous research has also unveiled the adverse effects of other TCR signaling pathways on Treg stability, such as NF-κB and mTOR. As all those factors may contribute to the shift in phenotype, it is out of scope of this report to directly compare all those factors. However, the value of this report is the identification of a key difference in Ca^2+^ signaling under TCR ligation that may explain the stability differences between iTregs and tTregs, which may open the door for additional regulations given the key role of SOCE activity in T cell activation.

## Methods

### Mice

All mice were in CD45.2 C57BL/6 background unless noted otherwise. OT-II-transgenic mice and CD45.1 mice were purchased from Jackson Laboratories. Foxp3-IRES-GFP transgenic mice (B6.Cg-Foxp3^tm2Tch^/J, Strain #:006772 from Jackson Laboratory) were a gift from Dr. Hai Qi, School of Medicine, Tsinghua University. Foxp3-RFP mice were a gift from Dr. Xuyu Zhou, Institute of Microbiology, Chinese Academy of Sciences (CAS). Wild-type mice were purchased from Beijing Vital River Laboratory Animal Technology Co., Ltd. All mice were bred and housed at Tsinghua University Animal Facilities and maintained under specific pathogen-free conditions. This study was performed in strict accordance with the recommendations in the Guide for the Care and Use of Laboratory Animals of the National Institutes of Health. All of the animals were handled according to approved Institutional Animal Care and Use Committee (IACUC) protocols of the Tsinghua University. The protocol was approved by the Committee on the Ethics of Animal Experiments of the Tsinghua University (22-SY6). All surgery was performed under sodium pentobarbital anesthesia, and every effort was made to minimize suffering.

### Antibodies and reagents

Recombinant human IL-2 and human TGF-β were from R&D systems. Anti-mouse CD3 and biotin-anti-CD3 (145-2C11) mAb, anti-mouse CD28, and biotin-anti-CD28 (37.51) mAb purified streptavidin were all from biolegend. LIVE/DEAD Fixable Aqua were from Invitrogen. For flow cytometric analysis, in addition to CD45.1 (A20) monoclonal antibody from Invitrogen, others were purchased from eBioscience or BD Pharmingen. The following clones were used: Foxp3 (150D/E4), CD45.2 (104), CD4 (GK1.5), CD25 (PC61.5), CD44 (IM7), and CD62L (MEL-14). Antibody used in immunoblot including NFATc1 Antibody (7A6) and NFATc2 Antibody (4G6-G5) were from Santa Cruz, Lamin A/C (4C11), β-Actin (13E5), and GAPDH (D4C6R) mAb were from CST. Monoclonal ANTI-FLAG M2 antibody used in Cut&Tag assay was from Sigma. Mouse CD4 T Cell Isolation Kit used for the enrichment of CD4+ T cells was from Stem cell. Foxp3/Transcription Factor Staining Buffer Set for Foxp3 staining was from eBioscience. NE-PER Nuclear and Cytoplasmic Extraction Reagents used for immunoblot was from Thermo. All sequencing kit, including TruePrep DNA Library Prep Kit V2, Hyperactive Universal CUT&Tag Assay Kit, and TruePrep Index Kit V2, was from Vazyme. For calcium mobilization, Ionomycin was from Beyotime and thapsigargin from Invitrogen. For inhibitors, cyclosporin A, CM-4620, and BTP2 were all from MCE. OVA_323–339_ peptides from MBL. For calcium imaging, Fluo-4 AM was from Thermo and Indo-1 AM from BD.

### Flow cytometry sorting and FACS

For surface marker detection, cells were incubated with Fc blocker (CD16/32 antibody; 2.4G2) for 5 min, and then incubated with surface antibody for 15 min at room temperature avoiding light. Foxp3 intracellular staining was performed by cell fixation and permeabilization using the Foxp3/Transcription Factor Staining Buffer Set. Samples were analyzed on Fortessa cytometers (BD) with FACS Diva software and data were analyzed with Flowjo.

To prepare Tconv, tTreg, and iTreg for experiments, spleen was isolated from 2- to 4-month-old Foxp3-GFP mice for Tconv and tTreg sorting, and 6-week-old mice for iTreg induction. Subsequently, CD4+ T cells were enriched using CD4 Isolation kit and stained with indicated surface markers. FACSAriaII (BD) was used for collecting particular population. The cell populations used are as follows: naive T cells, CD4^+^ Foxp3-GFP^+^ CD44^low^ CD62L^high^; tTreg cells, CD4^+^ Foxp3-GFP^+^; iTreg, Foxp3-RFP^+^ or Foxp3-GFP^+^. Infected iTreg, Foxp3-RFP^+^ MSCV-GFP^+^.

### In vitro iTreg induction and restimulation

CD4^+^Foxp3-GFP^−^ CD62L^hi^CD44^lo^ (or Foxp3-RFP^−^) naive T cells were sorted using 6-week-old mice and stimulated with plate-bound 0.5 μg/ml anti-CD3 and 1 μg/ml anti-CD28 in the presence of 2 ng/ml human TGF-β and 200 U/ml rhIL-2. iTreg was induced for 4 days and sorted using Foxp3-GFP/RFP fluorescence, then cells were rested in fresh RPMI complete medium containing 200 U/ml rhIL2 for 1 day.

For iTreg restimulation, iTreg was harvested plated at 0.4 × 10^6^ cells for restimulation with plate-bound 0.5 μg/ml anti-CD3 and 1 μg/ml anti-CD28 in 96 plate. After 2-day restimulation, Foxp3 was analyzed by intracellular staining.

### Calcium measurement

For calcium influx within 10 min upon TCR activation, sorted Foxp3-RFP^−^ Tconv, Foxp3-RFP^+^ tTreg and Foxp3-GFP^+^ iTreg were resting for 1 day, then mixed and loaded with 1 μM Indo-1 AM at 37°C for 30 min in RPMI medium without fetal bovine serum (FBS). Cells were then washed for twice in cold RPMI medium containing 1% FBS, followed by staining with biotinylated anti-CD3 and biotinylated anti-CD28 on ice for 1 hr. For calcium measurement, cells were heated in 37°C water bath for 5 min, then the baseline was recorded for 60 s on LSR II(BD). Calcium influx was triggered by the addition of 100 μg/ml streptavidin to crosslink TCR. Data were analyzed using kenetics in FlowJo.

For calcium oscillation within 1 hr, Foxp3-RFP^−^ Tconv, Foxp3-RFP^+^ tTreg, and Foxp3-RFP^+^ iTreg were sorted and rested for 1 day, then cells were loaded with Fluo-4 AM at 37°C for 30 min. After washing twice with phosphate-buffered saline and further incubating in RPMI medium for 10 min, cells were activated by plate-bound 0.5 μg/ml anti-CD3 and 1 μg/ml anti-CD28 in poly-L-lysine-coated confocal dish. Excess non-adherent cells were removed by flushing with buffer solution after 10 min. Fluorescence were recorded in the indicated time after stimulation as a time lapse for 20 min with an interval of 6 s. The mean fluorescence intensity changes over time in single cells were analyzed using Surface in Imaris and normalized to resting fluorescence *F*_0_ (Fluo-4 *F*/*F*_0_), further the standard deviation of *F*/*F*_0_ in single cells was calculated and presented using GraphPad.

### Immunoblot

iTreg, tTreg, and Tconv were rested for 1 day in RPMI medium containing rhIL-2 and treated with CsA for 30 min before activated. Then these cells were stimulated by plate-bound 0.5 μg/ml anti-CD3 and 1 μg/ml anti-CD28 for indicated time, in the absence or presence of TGF-β. After stimulation, cells were immediately lysed using CERI, then nuclear and cytoplasmic component were separated using NE-PER Nuclear and Cytoplasmic Extraction Reagents. After being mixed with sodium dodecyl sulfate loading buffer and boiled for 10 min, the cytoplasmic and nuclear proteins equal to 5 × 10^5^ iTreg and 2 × 10 ^6^ tTreg/Tconv were loaded onto 7.5% PAGE Gels. Then the protein was transferred onto a NC membrane and immunoblotted with NFATc1 and NFATc2, Actin and GAPDH were used as loading control of cytoplasmic protein, and LaminA/C as nuclear. Finally, the immunostained bands were detected by Super ECL Detection Reagent.

### Treg cell suppression assay in vitro

10^4^ purified DCs from splenocytes were pulsed with 2 μg/ml OVA_323–339_ peptide, then iTreg and tTreg (2 × 10^4^) were added onto DCs to occupy the latter for 30 min. CD25^−^ OTII Tconv cells were sorted and stained by CFSE (Thermo Fisher Scientifc). 2 × 10^4^ OTII Tconv cells were mixed in DC-Treg culture in a 96-well U bottom plate. The proliferation of OTII T cells was assessed after 2–4 days by CFSE dilution on flow cytometry.

### DN-ORAI and NFAT-flag construction and retrovirus infection

For DN-ORAI, ORAI CDS sequences were amplified from cDNA library and mutated with primer. Then WT-ORAI and DN-ORAI were linked with MSCV-GFP vector. For NFAT-Flag, Nfatc1-flag CDS was amplified from TetO-FUW-flag-Nfatc1 plasmid, and further linked with MSCV-GFP vector. For retrovirus production, platE cells were cultured with Dulbecco’s modified Eagle medium containing 10% FBS to 80–90% confluence. For each 10 cm dish, 10 µg MSCV plasmid and 10 µl Neofect transfection reagent were mixed in 500 µl Opti-MEM medium. After 30-min incubation, the DNA mixture were added into the well and gently mixed. After 48 and 72 hr, supernatant containing viruses was collected, filtered with 0.45 µm membrane. 8 µg/ml polybrene was added to virus supernatant, then Foxp3-RFP+iTreg was infected on the days 2 and 3 of induction by centrifugation at 1500 × *g*, 37°C 2 hr. On the day 5 of induction, the infected cells with GFP fluorescence and Foxp3-RFP iTreg was sorted and used.

### In vivo iTreg stability

CD45.2^+^ Foxp3-RFP^+^ iTreg was sorted, and washed twice. 5 × 10^6^ cells were adoptively transferred into CD45.1 mice via tail vein. For DN-ORAI iTreg, CD45.2^+^ Foxp3-RFP^+^ iTreg was infected and GFP^+^RFP^+^ iTreg was sorted to transfer to CD45.1 recipient. Six hours after cell transfer, mice were immunized with OVA protein mixed with Alum adjuvant in each hind flank. After 4 days of immunization, mLN were collected and the percentage of Foxp3+ cells in CD45.2^+^ was analyzed by intracellular staining.

### AFM-based single-cell force spectroscopy

The experiments were performed as previously described using a JPK CellHesion unit (Chen et al., 2017; Flach et al., 2011). In brief, to measure Treg-DC adhesion forces in bicellular system, DC2.4 cells were cultured on untreated glass disks. iTreg/tTreg/Tconv cells were sorted and rested with rhIL2 overnight. The disks were moved into an AFM-compatible chamber and mounted on to the machine stage. The incubator chamber in which the machine was housed was conditioned at 37°C and at 5% CO_2_. A clean cantilever was coated with CellTak (BD), and then used to glue individual iTreg/tTreg/Tconv cells added to the disk. Only round and robust cells were selected for AFM gluing. The AFM cantilever carrying a single iTreg/tTreg/Tconv cell was lowered to allow T cell contact with an individual DC and to interact for 15 s before being moved upwards, until two cells were separated completely. The force curves were acquired. The process was then repeated. For each SCFS experiment, a pair of T–DC was used to generate force readings from each up and down cycle over a period of several minutes, a minimum of 14 force curves were collected in each T–DC pair. In all experiments, at least three such pairs were used for each condition. The force curves were further processed using the JPK image processing software.

### RNA-seq

The RNA-seq library preparation was performed by a modified SMART-seq2 protocol (Habib et al., 2016; Picelli et al., 2014). Briefly, RNA was added into 4 µl elution mix made of 1 µl RT primer (10 µM), 1 µl dNTP mix (10 mM each), 1 µl RNase inhibitor (4 U/µl), and 1 µl H_2_O. Eluted samples were incubated at 72°C for 3 min and immediately placed on ice. Each sample was added with 7 µl reverse transcription (RT) mix made of 0.75 µl H_2_O, 0.1 µl Maxima RNase-minus RT (Thermo Fisher Scientific, #EP0741), 2 µl 5× Maxima RT buffer, 2 µl Betaine (5 M, Sigma-Aldrich, B0300), 0.9 µl MgCl_2_ (100 mM), 1 µl TSO primer (10 µM), and 0.25 µl RNase inhibitor (40 U/µl). The RT reaction was incubated at 42°C for 90 min and followed by 10 cycles of (50°C for 2 min, 42°C for 2 min), then heat inactivated at 70°C for 15 min. Samples were then amplified with an addition of 14 µl PCR mix made of 1 µl H_2_O, 0.5 µl ISPCR primer (10 µM), 12.5 µl KAPA HiFi HotStart ReadyMix (KAPA Biosystems, KK2602). The PCR reaction was performed as follows: 98°C for 3 min, 22 cycles of (98°C for 15 s, 67°C for 20 s, 72°C for 6 min), and final extension at 72°C for 5 min.

The amplified cDNA product was purified using VAHTS DNA Clean Beads. Sequencing libraries were prepared using TruePrep DNA Library Prep Kit V2 for Illumina (Vazyme, TD503-02).

Primer sequences: RT primer (Sangon), 5′Biotin-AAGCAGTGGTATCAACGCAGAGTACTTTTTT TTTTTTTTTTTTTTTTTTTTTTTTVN; TSO primer (Sangon), 5′Biotin-AAGCAGTGGTATCAAC CAGAGTACAT/rG//rG//iXNA_G/; ISPCR primer (Sangon), 5′Biotin-AAGCAGTGGTATCAACGC AGA*G*T.

### RNA-seq analysis

Raw fastq reads were trimmed by Cutadapt (version 1.18) to trim adapter and low-quality sequence.

Reads were aligned to the mouse genome (mm10) using STAR (version 2.5.3). The number of reads within each gene in each single cell was counted using RSEM (version 1.3.0) with gene annotation file from GENCODE (GRCm38.m23).

Differential expression was estimated by using DESeq2 package (version 1.26) with absolute log2 Fold change >0.5 and adjusted p-value <0.05.

Functional enrichment analysis was performed by using the clusterProfiler R package (v3.14.3) with default parameters (p-value <0.05) and the functional annotations terms in Gene Ontology (GO) (Ashburner et al., 2000).

### ATAC-sequencing

ATAC-seq were performed using TruePrep DNA Library Prep Kit V2 for Illumina according to the manufacturer’s recommendation. Briefly, live cells were sorted using PI staining, then 5 × 10^4^ cells were transferred to a low-binding centrifuge tube and resuspended in 50 μl of pre-chilled Lysis Buffer. After 20 times pipetting, cells were incubated on ice for 10 min for lysis. Subsequently, cells were pelleted by centrifugation at 4°C 500 × *g* for 5 min, and suspended in a mixture consisting of 10 μl of 5× TTBL, 5 μl of TTE Mix V50, and 35 μl of ddH_2_O. The mixture was gently mixed by pipetting 20 times, and incubated at 37°C for 30 min for fragmentation. The products were purified using 2× VAHTS DNA Clean Beads, eluted with 26 μl of water, and collected for the subsequent amplification. 24 μl of the eluted samples were amplified with different combination of i7 index and i5 index primers. QPCR were performed to determine the cycle number for PCR amplification.0.55× VAHTS DNA Clean Beads was employed for size selection of the PCR product. Finally, 30 ng of each sample were pooled for subsequent second-generation sequencing, on the Illumina NovaSeq 6000 with read length of 150 bp.

### ATAC-seq analysis

Raw fastq reads were trimmed by Cutadapt (version 1.18) to trim adapter and low-quality sequence.

Reads were aligned to the mouse genome (mm10) using Bowtie2 (version 2.3.3.1), the parameters are -t -q -N 1 -L 25 -X 2000 --no-mixed --no-discordant.

Reads with alignment quality <Q30, mapped to chrM, overlapping with ENCODE blacklisted regions were discarded. Duplicates were removed using Picard (version 2.20.4) and Samtools (version 1.13). Open chromatin region peaks were called on using MACS2 peak caller (version 2.2.7.1) with the following parameters: -nomodel -nolambda -call-summits. Peaks from all samples were merged and peaks falls in ENCODE blacklisted regions were filtered out.

Differential peaks were estimated by using ‘edgeR’ method in the R package DiffBind (version 2.14.0) with absolute log2 Fold change >1 and adjusted p-value <0.05.

The peaks annotations were performed with the ‘annotatePeak’ function in the R package ChIPseeker (Yu et al., 2015).

The plot of ATAC-seq signals over a set of genomic regions were calculated by using ‘computeMatrix’ function in deepTools (version 2.0) and plotted by using ‘plotHeatmap’ and ‘plotProfile’ functions in deepTools.

### Cut&Tag assay

Foxp3-RFP+iTreg were induced, and infected with NFAT-Flag-GFP lentiviruses on days 1.5 and 2.5 of induction. On day 5, Foxp3-RFP+MSCV-NFAT-Flag-GFP+iTregs were sorted, then rested and restimulated for 2 days. Cut&Tag assay was performed using Hyperactive Universal CUT&Tag Assay Kit for Illumina (Vazyme Biotech Co., Ltd) according to the manufacturer’s recommendation. Briefly, 1 × 10^5^ iTregs were collected to low-binding centrifuge tubes and washed. Nucleus isolation were performed by NE buffer for 10 min on ice, and crosslinked by 0.1% formaldehyde for 2 min, then stopped by glycine. Con A Beads were pre-treated with binding buffer, and then incubated with nuclei of iTreg for 10 min. Further, samples were incubated with anti-Flag M2 antibody (1:50) or without primary antibody (Mock) overnight at 4°C. Goat Anti-Mouse IgG secondary antibody (1:50) was added and incubated for 1 hr. Cells were washed three times, and then incubated with pA/G-Tnp enzyme for 1 hr. After incubation, samples were mixed with 5× TTBL and Dig-300 Buffer and incubated at 37°C for 60 min for fragmentation. DNA was extracted and purified, then amplified with different combination of i7 index and i5 index primers. QPCR was performed to determine the cycle number for PCR amplification.VAHTS DNA Clean Beads were employed for size selection of the PCR product. Finally, 30 ng of each sample were pooled for subsequent second-generation sequencing, on the Illumina NovaSeq 6000 with read length of 150 bp.

### Cut&Tag data analysis

Raw fastq reads were trimmed by Cutadapt (version 1.18) to trim adapter and low-quality sequence.

Reads were aligned to the mouse genome (mm10) using Bowtie2 (version 2.3.3.1), the parameters are -t -q -N 1 -L 25 -X 2000 --no-mixed --no-discordant.

Reads with alignment quality <Q30, mapped to chrM, overlapping with ENCODE blacklisted regions (https://sites.google.com/site/anshulkundaje/projects/blacklists) were discarded. Duplicates were removed using Picard (version 2.20.4) and Samtools (version 1.13). Open chromatin region peaks were called using MACS2 peak caller (version 2.2.7.1) with the following parameters: -nomodel -nolambda -call-summits. Peaks from all samples were merged and peaks falls in ENCODE blacklisted regions were filtered out.

The peaks annotations were performed with the ‘annotatePeak’ function in the R package ChIPseeker (Yu et al., 2015).

The plot of Cut&Tag signals over a set of genomic regions were calculated by using ‘computeMatrix’ function in deepTools and plotted by using ‘plotHeatmap’ and ‘plotProfile’ functions in deepTools.

The motif enrichment analysis was performed by using the ‘findMotifsGenome.pl’ command in HOMER with default parameters.

The motif occurrences in each peak were identified by using FIMO (MEME suite v5.0.4) with the following settings: a first-order Markov background model, a p-value cutoff of 10^−4^, and PWMs (Position weight matrix) from the mouse HOCOMOCO motif database (v11).

### Statistical analysis

Calculation and graphing were done with Prism (GraphPad). Data were presented as mean ± standard error of the mean, unless indicated otherwise. Student’s *t*-test was used for comparing endpoint means of different groups. p-value <0.05 was considered significant. *p < 0.05; **p < 0.01; ***p < 0.001; ****p < 0.0001; N.S., not significant. Numbers of independently performed experiment repeats are shown as *N*, biological replicates of each experiment as *n*.

## Data Availability

RNA/ATAC/CUT&TAG associated sequencing data have been deposited in GEO under accession code GSE246431. All data excepted from the sequencing data, generated or analyzed during this study are included in the Source Data files. The following dataset was generated: LyuH YuanG ShiY 2023Sustained store-operated calcium entry utilizing activated chromatin state leads to instability in iTregsNCBI Gene Expression OmnibusGSE24643110.7554/eLife.8887438055613

## Appendix 1

**Appendix 1—key resources table:**

Reagent type (species) or resource	Designation	Source or reference	Identifiers	Additional information
Strain, strain background (*Mus musculus*)	C57BL6/J	Jackson Laboratory	Strain #:000664 from Jackson Laboratory	
Strain, strain background (*Mus musculus*)	Foxp3-GFP (B6.Cg-Foxp3tm2Tch/J)	Hai Qi of School of Medicine, Tsinghua University	Strain #:006772 from Jackson Laboratory	
Strain, strain background (*Mus musculus*)	Foxp3-RFP	Zhou Xuyu of Institute of Microbiology, Chinese Academy of Sciences	Foxp3-RFP	
Strain, strain background (*Mus musculus*)	CD45.1	Jackson Laboratory	Strain #:002014 from Jackson Laboratory	
Strain, strain background (*Mus musculus*)	OT-II	Hai Qi of School of Medicine, Tsinghua University	Strain #:004194 from Jackson Laboratory	
Antibody	Ultra-LEAF Purified anti-mouse CD3ε Antibody, Armenian Hamster monoclonal	Biolegend	100340	0.5 μg/ml
Antibody	Ultra-LEAF Purified anti-mouse CD28 Antibody, Syrian Hamster monoclonal	Biolegend	102116	1 μg/ml
Antibody	NFATc1 Antibody (7A6), mouse monoclonal	Santa Cruz	sc-7294	1:2000
Antibody	NFATc2 Antibody (4G6-G5), mouse monoclonal	Santa Cruz	sc-7296	1:2000
Antibody	Lamin A/C (4C11) Mouse mAb	CST	4777	1:2000
Antibody	β-Actin (13E5) Rabbit mAb	CST	4970	1:1000
Antibody	GAPDH (D4C6R) Mouse mAb	CST	97166	1:1000
Antibody	Monoclonal ANTI-FLAG M2 antibody produced in mouse	Sigma	F1804	1:50
Antibody	Goat Anti-Mouse IgG Secondary Antibody, monoclonal	Sino Biological	SSA021	1:50
Antibody	Histone H3 (D2B12) XP Rabbit mAb (ChIP Formulated)	CST	4620	1:50
Antibody	Anti-Histone H3 (tri methyl K4) antibody - ChIP Grade, Rabbit polyclonal	Abcam	ab8580	1:50
Antibody	Goat Anti-Rabbit IgG Secondary Antibody, monoclonal	Sino Biological	SSA018	1:50
Antibody	Biotin anti-mouse CD3ε Antibody, Armenian Hamster monoclonal	Biolegend	100303	0.5 μg/ml
Antibody	FOXP3 Monoclonal Antibody (150D/E4), PE, mouse monoclonal	eBioscience	12-4774-42	1:500
Antibody	FOXP3 Monoclonal Antibody (150D/E4), Alexa Fluor 488, mouse monoclonal	eBioscience	53-4774-41	1:500
Antibody	CD4 Monoclonal Antibody (GK1.5), APC, rat monoclonal	eBioscience	17-0041-82	1:500
Antibody	CD25 Monoclonal Antibody (PC61.5), PE, rat monoclonal	eBioscience	12-0251-82	1:500
Antibody	CD44 Monoclonal Antibody (IM7), APC, rat monoclonal	eBioscience	17-0441-83	1:500
Antibody	PE anti-mouse CD62L, rat monoclonal	Biolegend	104408	1:500
Peptide, recombinant protein	Recombinant Human TGF-beta 1 Protein	R&D	240-B-010	
Peptide, recombinant protein	Recombinant Human IL-2	R&D	202-IL	
Peptide, recombinant protein	Purified Streptavidin	Biolegend	405150	
Commercial assay, kit	LIVE/DEAD Fixable Aqua Dead Cell Stain Kit, for 405 nm excitation	Invitrogen	L34965	
Commercial assay, kit	Propidium Iodide	Beyotime	C1062M-3	
Commercial assay, kit	Mouse CD4+ T Cell Isolation Kit	Stem cell	19852	
Commercial assay, kit	Mouse CD25 Treg Cell positive selection Kit	Stem cell	18782	
Commercial assay, kit	Foxp3/Transcription Factor Staining Buffer Set	eBioscience	00-5523-00	
Commercial assay, kit	NE-PER Nuclear and Cytoplasmic Extraction Reagents	Thermo	78835	
Commercial assay, kit	TruePrep DNA Library Prep Kit V2 for Illumina	Vazyme	TD501	
Commercial assay, kit	Hyperactive Universal CUT&Tag Assay Kit for Illumina	Vazyme	TD903	
Commercial assay, kit	TruePrep Index Kit V2 for Illumina	Vazyme	TD202	
Commercial assay, kit	VAHTS DNA Clean Beads	Vazyme	N411	
Commercial assay, kit	Mouse IL-21 Uncoated ELISA	Invitrogen	88–8210	
Chemical compound, drug	Cyclosporin A	MCE	HY-B0579	
Chemical compound, drug	CM-4620	MCE	HY-101942	
Chemical compound, drug	Thapsigargin	Invitrogen	T7459	
Chemical compound, drug	Ionomycin	beyotime	S1672	
Chemical compound, drug	Caffeine	Aladdin	C106953	
Chemical compound, drug	4-CMC	Sigma	C55402	
Chemical compound, drug	Fluo-4, AM, cell permeant	Thermo	F14201	
Chemical compound, drug	Cal RedTM R525/650 AM	AAT Bioquest	20591	
Chemical compound, drug	Indo-1 AM	BD	565879	
Chemical compound, drug	Pluronic F-127	Sigma	P2443	
Chemical compound, drug	CellTak 1 MG WI, 1/CS	BD	354240	
Chemical compound, drug	Hanks’ Solution	Coolaber	SL6080	
Chemical compound, drug	HBSS, 10× (without Calcium)	Macgene	CC016	
Chemical compound, drug	Imject Alum	Thermo	77161	
Chemical compound, drug	OVA Peptide (323-339)	GenScript	RP10610-1	
Chemical compound, drug	OVA	Sigma	A5503	
Chemical compound, drug	Cell Trace CFSE	Thermo	C34554	
Chemical compound, drug	Retinoic Acid	Sigma	R2625	
Chemical compound, drug	InSolution Rapamycin	Sigma	553211	
Chemical compound, drug	L-Ascorbic acid (Vitamin C)	Sigma	A4403	
Chemical compound, drug	AS2863619	MCE	HY-126675A	
Chemical compound, drug	BAY 11-7082	MCE	HY-13453	
Chemical compound, drug	SP600125	MCE	HY-12041	
Chemical compound, drug	T-5224	MCE	HY-12270	
Software, algorithm	FlowJo	FlowJo LLC		
Software, algorithm	Prism	GraphPad		
Software, algorithm	IGV	Broad Institute		
Software, algorithm	Imaris	Andor		
Software, algorithm	R	R studio		
Software, algorithm	JPK Data Processing	JPK

# Supplementary material for: Sustained store-operated calcium entry utilizing activated chromatin state leads to instability in iTregs
**Source:** eLife. 2023 Dec 6;12:RP88874. doi: 10.7554/eLife.88874
**Supplement:** MDAR checklist

**Materials Design Analysis Reporting (MDAR)**

**Checklist for Authors**

The [MDAR framework](https://osf.io/xfpn4/) establishes a minimum set of requirements in transparent reporting mainly applicable to studies in the life sciences.

*eLife* asks authors to **provide detailed information within their article** to facilitate the interpretation and replication of their work. Authors can also upload supporting materials to comply with relevant reporting guidelines for health-related research (see [EQUATOR Network](http://www.equator-network.org/%20)), life science research (see the [BioSharing Information Resource](http://biosharing.org/)), or animal research (see the [ARRIVE Guidelines](http://www.plosbiology.org/article/info:doi/10.1371/journal.pbio.1000412) and the [STRANGE Framework](https://doi.org/10.1038/d41586-020-01751-5); for details, see *eLife*’s [Journal Policies](https://reviewer.elifesciences.org/author-guide/journal-policies)). Where applicable, authors should refer to any relevant reporting standards materials in this form.

For all that apply, please note **where in the article** the information is provided. Please note that we also collect information about data availability and ethics in the submission form.

**Materials:**

| **Newly created materials** | **Indicate where provided: section/figure legend** | **N/A** |
| --- | --- | --- |
| The manuscript includes a dedicated "materials availability statement" providing transparent disclosure about availability of newly created materials including details on how materials can be accessed and describing any restrictions on access. |  | N/A |
|  |  |  |
| **Antibodies** | **Indicate where provided: section/figure legend** | **N/A** |
| For commercial reagents, provide supplier name, catalogue number and [RRID](https://scicrunch.org/resources), if available. | In Supplementary File 1 |  |
|  |  |  |
| **DNA and RNA sequences** | **Indicate where provided: section/figure legend** | **N/A** |
| Short novel DNA or RNA including primers, probes: Sequences should be included or deposited in a public repository. |  | N/A |
|  |  |  |
| **Cell materials** | **Indicate where provided: section/figure legend** | **N/A** |
| Cell lines: Provide species information, strain. Provide accession number in repository OR supplier name, catalog number, clone number, OR RRID. |  | N/A |
| Primary cultures: Provide species, strain, sex of origin, genetic modification status. | In the Methods section |  |
|  |  |  |
| **Experimental animals** | **Indicate where provided: section/figure legend** | **N/A** |
| Laboratory animals or Model organisms: Provide species, strain, sex, age, genetic modification status. Provide accession number in repository OR supplier name, catalog number, clone number, OR RRID. | In Supplementary File 1 |  |
| Animal observed in or captured from the field: Provide species, sex, and age where possible. | In the Methods section |  |
|  |  |  |
| **Plants and microbes** | **Indicate where provided: section/figure legend** | **N/A** |
| Plants: provide species and strain, ecotype and cultivar where relevant, unique accession number if available, and source (including location for collected wild specimens). |  | N/A |
| Microbes: provide species and strain, unique accession number if available, and source. |  | N/A |
|  |  |  |
| **Human research participants** | **Indicate where provided: section/figure legend) or state if these demographics were not collected** | **N/A** |
| If collected and within the bounds of privacy constraints report on age, sex, gender and ethnicity for all study participants. |  | N/A |

**Design:**

| **Study protocol** | **Indicate where provided: section/figure legend** | **N/A** |
| --- | --- | --- |
| If the study protocol has been pre-registered, provide DOI. For clinical trials, provide the trial registration number OR cite DOI. |  | N/A |
|  |  |  |
| **Laboratory protocol** | **Indicate where provided: section/figure legend** | **N/A** |
| Provide DOI OR other citation details if detailed step-by-step protocols are available. |  | N/A |
|  |  |  |
| **Experimental study design (statistics details) *** | | |
| **For in vivo studies: State whether and how the following have been done** | **Indicate where provided: section/figure legend. If it could have been done, but was not, write “not done”** | **N/A** |
| Sample size determination |  | N/A |
| Randomisation |  | N/A |
| Blinding |  | N/A |
| Inclusion/exclusion criteria |  | N/A |
|  |  |  |
| **Sample definition and in-laboratory replication** | **Indicate where provided: section/figure legend** | **N/A** |
| State number of times the experiment was replicated in the laboratory. | Included in Materials and Methods section and indicated in each figure legend. |  |
| Define whether data describe technical or biological replicates. | Included in Materials and Methods section and indicated in each figure legend. |  |
|  |  |  |
| **Ethics** | **Indicate where provided: section/submission form** | **N/A** |
| Studies involving human participants: State details of authority granting ethics approval (IRB or equivalent committee(s), provide reference number for approval. |  | N/A |
| Studies involving experimental animals: State details of authority granting ethics approval (IRB or equivalent committee(s), provide reference number for approval. | In the Ethics section |  |
| Studies involving specimen and field samples: State if relevant permits obtained, provide details of authority approving study; if none were required, explain why. |  | N/A |
|  |  |  |
| **Dual Use Research of Concern (DURC)** | **Indicate where provided: section/submission form** | **N/A** |
| If study is subject to dual use research of concern regulations, state the authority granting approval and reference number for the regulatory approval. |  | N/A |

**Analysis:**

| **Attrition** | **Indicate where provided: section/figure legend** | **N/A** |
| --- | --- | --- |
| Describe whether exclusion criteria were pre-established. Report if sample or data points were omitted from analysis. If yes, report if this was due to attrition or intentional exclusion and provide justification. |  | N/A |
|  |  |  |
| **Statistics** | **Indicate where provided: section/figure legend** | **N/A** |
| Describe statistical tests used and justify choice of tests. | In the Methods section |  |
|  |  |  |
| **Data availability** | **Indicate where provided: section/submission form** | **N/A** |
| For newly created and reused datasets, the manuscript includes a data availability statement that provides details for access (or notes restrictions on access). | In the Data availability section |  |
| When newly created datasets are publicly available, provide accession number in repository OR DOI and licensing details where available. | In the Data availability section:  1. RNA/ATAC/CUT&TAG associated sequencing data have been deposited in GEO under accession codes GSE246431.  2. All data excepted from the sequencing data, generated or analysed during this study are included in the Source Data files. |  |
| If reused data is publicly available provide accession number in repository OR DOI, OR URL, OR citation. |  | N/A |
|  |  |  |
| **Code availability** | **Indicate where provided: section/figure legend** | **N/A** |
| For any computer code/software/mathematical algorithms essential for replicating the main findings of the study, whether newly generated or re-used, the manuscript includes a data availability statement that provides details for access or notes restrictions. | In the Methods section |  |
| Where newly generated code is publicly available, provide accession number in repository, OR DOI OR URL and licensing details where available. State any restrictions on code availability or accessibility. |  | N/A |
| If reused code is publicly available provide accession number in repository OR DOI OR URL, OR citation. | In the Methods section |  |

**Reporting:**

The MDAR framework recommends adoption of discipline-specific guidelines, established and endorsed through community initiatives.

| **Adherence to community standards** | **Indicate where provided: section/figure legend** | **N/A** |
| --- | --- | --- |
| State if relevant guidelines (e.g., ICMJE, MIBBI, ARRIVE, STRANGE) have been followed, and whether a checklist (e.g., CONSORT, PRISMA, ARRIVE) is provided with the manuscript. |  | N/A |

* We provide the following guidance regarding transparent reporting and statistics; we also refer authors to [Ten common statistical mistakes to watch out for when writing or reviewing a manuscript](https://doi.org/10.7554/eLife.48175).

**Sample-size estimation**

- You should state whether an appropriate sample size was computed when the study was being designed
- You should state the statistical method of sample size computation and any required assumptions
- If no explicit power analysis was used, you should describe how you decided what sample (replicate) size (number) to use

**Replicates**

- You should report how often each experiment was performed
- You should include a definition of biological versus technical replication
- The data obtained should be provided and sufficient information should be provided to indicate the number of independent biological and/or technical replicates
- If you encountered any outliers, you should describe how these were handled
- Criteria for exclusion/inclusion of data should be clearly stated
- High-throughput sequence data should be uploaded before submission, with a private link for reviewers provided (these are available from both GEO and ArrayExpress)

**Statistical reporting**

- Statistical analysis methods should be described and justified
- Raw data should be presented in figures whenever informative to do so (typically when N per group is less than 10)
- For each experiment, you should identify the statistical tests used, exact values of N, definitions of center, methods of multiple test correction, and dispersion and precision measures (e.g., mean, median, SD, SEM, confidence intervals; and, for the major substantive results, a measure of effect size (e.g., Pearson's r, Cohen's d)
- Report exact p-values wherever possible alongside the summary statistics and 95% confidence intervals. These should be reported for all key questions and not only when the p-value is less than 0.05.

**Group allocation**

- Indicate how samples were allocated into experimental groups (in the case of clinical studies, please specify allocation to treatment method); if randomization was used, please also state if restricted randomization was applied
- Indicate if masking was used during group allocation, data collection and/or data analysis

How the deposited data were processed for this re-analysis (not part of the article)

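RNA-seq libraries of mouse T cells were analysed in 8 groups with 3 replicates each: resting and activated Tconvs, resting and activated tTregs, resting iTregs, restimulated iTregs, and iTregs restimulated with CM-4620 or with CsA. iTregs had been induced for 4 days with 2 ng per ml TGF-β, rested for 1 day and restimulated through CD3 and CD28. The chromatin accessibility and CUT&Tag experiments of the paper were not analysed here.

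The authors aligned the reads with STAR and counted them on genes with RSEM. The values that they deposited are a normalized signal: gene counts divided by one size factor per library, computed over all 24 libraries by the median of ratios. Such values are called normalized counts here. This was tested on the table itself. Each library's values were whole multiples of its smallest value above 0 in 100% of cases, and the median of ratios recomputed over the 24 libraries gave the same factor of 1.01 for each of them. The normalized counts were used as deposited in the comparisons below, and the recovered reads were used for depth, for thinning, for the read numbers of genes near the floor and for the 2 added alternatives.

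Recovered reads on genes ranged from 5256800 to 15685200 per library, with a median of 10801900, and from 12581 to 13313 genes had a value above 0. The tTreg libraries were the shallowest groups, with medians of 7582030 and 7131720. A floor of 3 reads was taken as the smallest count that could be told from absence, and it was worth between 2.12 and 5.45 normalized counts. Confidence intervals of shares of genes are 95% Wilson intervals and treat genes as independent, and floors cover counting error only. Replicates differed by more than the sampling noise, with between 2.63 and 34.3 times the variance that counting alone gives, and none was a copy of another.

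Genes with at least 10 normalized counts in at least 3 libraries were tested, 11495 of the 21950 genes over the 15 libraries of Figure 3 and 11105 over the 12 libraries of Figure 4. The log2 of the normalized count plus a pseudocount of 1 was fitted with limma (version 3.58.1, in R 4.3.3), with a trend in the prior variance and one fit for each figure. Adjusted p-values were made by the Benjamini-Hochberg method over the genes of each comparison, and a gene was counted as changed at an adjusted p below 0.05 and an absolute log2 fold change above 0.5. The paper's methods give these thresholds for DESeq2. The difference in activation response between Tconvs and tTregs was an interaction in the fit of Figure 3. On simulated reads with 200 changed genes, limma called 193 of them and 6 genes that had not been changed. The simulated log2 changes were at least 1 in size and spared genes with low means. All genes had the same dispersion of 0.02, and no replicate effect was added. Recovery of changes near the threshold of 0.5, or under the spread of these libraries, was therefore not tested.

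A gene was called rescued when it changed on restimulation and changed in the opposite direction between inhibitor-treated and restimulated iTregs. PCA was computed on centered log2 values, and distances are Euclidean over all genes tested. Differences of distance between groups were tested by exact permutation, for which 0.1 is the smallest two-sided p that 3 libraries against 3 allow. The share of the restimulation change left under an inhibitor is the least-squares slope, through 0, of the change from resting under the inhibitor on that in restimulated iTregs.

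Alternatives set before the data were examined were a rescaling of each fit's libraries by their own size factors, quantile normalization, pseudocounts of 0.1 and 5, no filter and a stricter filter of 100 normalized counts, a fit of only the groups compared, replicate number as a block, each replicate number left out in turn, the adjusted p alone, a log2 fold change above 1, other definitions of rescue and of the tTreg signature, and PCA on the 500 most variable genes or on genes scaled to unit variance. Comparisons on the recovered reads, with edgeR 4.0.16 (quasi-likelihood test with TMM) and DESeq2 1.42.0, were chosen after the data were examined.

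The genes named were fixed by a rule before the data were examined: every gene the paper names for the RNA-seq data, a list of 31 genes of calcium handling and NFAT, and for each comparison the 3 genes with the largest rise and the 3 with the largest fall among those past the thresholds whose libraries do not overlap between the groups. One gene that the paper names is not reported here, and of the largest rises and falls only some are printed. Positions, exon overlaps, gene lengths and GC content were taken from a GENCODE annotation of GRCm38 that is older than the release the paper used, to which 99.4% of the genes tested in the Figure 4 libraries could be matched by name. Figures were drawn with Python and matplotlib. The functional enrichment of the paper was not repeated, since no gene set database was at hand.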

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

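Of the tests in this part, those of the spread between libraries, of a mislabelled library, of reads shared with related genes, of B cell RNA and of a covariate for single libraries were chosen after the result was seen.

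The response to activation differed between Tconvs and tTregs by the interaction test for 3991 of 11495 genes, and 5774 genes changed in Tconvs against 2517 in tTregs, a ratio of 2.29. The paper reports the more limited change of tTregs, and the interaction was tested here. The tTreg libraries were the shallower ones. After every library had been thinned to the reads of the smallest, between 5253740 and 5259560, the ratio was 2.43. Over 4 other scalings, rescaled size factors, quantile normalization, edgeR's TMM and DESeq2's size factors, the smallest ratio was 2.17, with quantile normalization. Without the 100 genes with the highest values, and with the rest rescaled by the median of ratios, it was 2.31. The 20 highest genes held between 12.7% and 13.7% of the counts in Tconv libraries and between 9.3% and 11.1% in tTreg libraries, so no few genes took most of the counts. The tTreg libraries had the larger spread. The fit shares one spread over the 15 libraries, and with only the groups compared in the fit 5750 genes changed in Tconvs and 1707 in tTregs. Those fits also tested fewer genes, 10593 and 10814, so the effect of the shared spread was not isolated. The median size of the log2 fold change over all genes, which needs no test, was 1.79 times as large in Tconvs. No library appeared to be mislabelled between the cell types, since the lowest *Foxp3* value of the tTreg libraries was 189.8 times the highest of the Tconv libraries. With a covariate for the genes that set 1 library of each group apart, described below, 5919 genes changed in Tconvs and 2731 in tTregs, a ratio of 2.17. Of the 4 splits of the libraries that part all 3 same-numbered pairs, 1, the real one, gave as many genes in the interaction, and the same held for the activation of each cell type. With 4 splits the share cannot fall low enough to rule out a grouping by accident, so the pattern cannot be told apart from it by this test. For the interaction, the other splits mix Tconv and tTreg libraries in each group, which widens the spread, and they gave 0 genes. For the activation of each cell type, they mix resting and activated libraries. A weaker transcriptional response of tTregs to TCR activation remains as a biological hypothesis. Of 8 tested genes that the paper names for its activation region, 7 were higher and 1 lower in resting tTregs than in resting Tconvs. Whether such resting levels, or the duration of activation that the paper's text does not name, account for part of the difference was not tested.

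*Ryr2*, a gene of the endosomal calcium channel that the paper measured by QPCR and does not report from the RNA-seq data, was at a mean of 51.7 normalized counts in resting tTregs, with 144 reads over the 3 libraries, against 1 read in resting Tconvs and 9 in resting iTregs. Resting tTregs were at least 18.2-fold higher than resting Tconvs and activated tTregs, with 83 reads, at least 13.6-fold higher than activated Tconvs, with 0 reads. The log2 fold change between the resting cells was 5.38 (adjusted p = 1.07e-06 from limma), higher in 3 of 3 tTreg libraries than in each Tconv library. Reads shared with *Ryr1* and *Ryr3* would give a similar ratio to those genes in both cell types, but the ratio in Tconvs was 0.0101 times that in tTregs. No exon of another gene overlaps *Ryr2* (0% of its exon bases). The *Foxp3* values with their ratio of 189.8 speak against exchanged libraries here too. Marker genes of other cell types summed to 1.18 times as much in tTreg as in Tconv libraries, too little for a difference of this size. Taken alone, however, the 4 B cell markers stood at 120 normalized counts in tTregs against 23.6 in Tconvs, a smaller ratio than that of *Ryr2*. If B cell RNA gave all *Ryr2* in tTregs, the markers would put 32.4 reads in resting and 24.4 in activated Tconvs, against the 1 and 0 seen, so B cells of the same kind in both are not a sufficient source. Whether the transcripts are full length, and whether the QPCR primers and the counted reads cover the same part of the gene, was not tested.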

How the results depend on the processing

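Unless said otherwise, the alternatives were set before the data were examined. The planned use of DESeq2 in place of edgeR applied only to deposited counts and was not run as planned. Both tools were instead run on the recovered reads, an alternative chosen after the data were examined. Of the comparison results, each kept its label under rescaled size factors, the replicate block and DESeq2, and edgeR moved 1 of them, the share of the restimulation change left with CM-4620, to 60.8%. DESeq2 called 5724 genes for activation in Tconvs, 2391 in tTregs, 1318 for restimulation, 343 under CM-4620 and 294 under CsA, and edgeR 5798, 2449, 1423, 367 and 331, with 100% of the recovered values whole. Where a result below moved, the cause was not tested.

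With a log2 fold change above 1, genes changed fell to 3047 for activation in Tconvs, 763 in tTregs, 2046 for the interaction, 4781 for iTregs against resting Tconvs, 2566 against activated Tconvs, 4750 against resting tTregs, 2268 for resting tTregs against resting Tconvs, 471 for restimulation, 98 for CM-4620 and 81 for CsA against restimulated iTregs, 227 and 295 against resting iTregs and 6 for CM-4620 against CsA. Rescued genes fell to 64 (CM-4620), 40 (CsA) and 29 (both), the overlap to 45.3% of the CM-4620 set, the calcium list to 11 genes, and the signature share rose to 58.9%.

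With the adjusted p alone, genes changed rose to 3994 for activation in tTregs, 3264 for restimulation, 869 for CM-4620 and 945 for CsA against restimulated iTregs, 2045 and 2705 against resting iTregs and 86 for CM-4620 against CsA. Rescued genes rose to 619, 567 and 378, and the overlap to 61.1% of the CM-4620 set.

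When rescue meant no change from resting iTregs, the counts were 847, 703 and 606, and the overlap 71.5% of the CM-4620 set, 86.2% of the CsA set and 64.2% of either. With the opposite change taken at the adjusted p alone they were 403, 339 and 261, and 64.8%, 77.0% and 54.3%.

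The stricter filter, which removes genes, gave 878 genes for restimulation, 213 for CsA against restimulated iTregs, 479 for CM-4620 and 654 for CsA against resting iTregs, 61.3% and 70.6% of the restimulation change left under CM-4620 and CsA, a position of iTregs on PC2 of 49.3% and a gap on PC1 of 47.0%. No filter gave 59.6% and 66.1% of the change left, a distance under CM-4620 of 88.3%, a position on PC2 of 57.1% and a signature share of 51.2%. A fit of only the groups compared gave 56.7% and 64.0% of the change left and a signature share of 49.9%. In it a gene filtered out of one comparison was taken as unchanged there, which by itself lowers these values.

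Quantile normalization gave 61.0% of the change left under CM-4620, a position on PC2 of 61.9% and a signature share of 47.6%. It shifted the median of all genes to -0.12, -0.11 and -0.10 log2 units for iTregs against resting Tconvs, activated Tconvs and resting tTregs, from 0.02 in each case as reported. The share of higher genes among those that differ between iTregs and activated Tconvs went from 55.1% to 42.5%, with 2634 higher and 2150 lower before and 2095 higher and 2835 lower after. A pseudocount of 5 gave 61.3% of the change left under CM-4620, and a pseudocount of 0.1 gave a position on PC2 of 53.4%. The signature share was 70.9% by direction alone in iTregs. It was 35.6% with a signature from activated tTregs over activated Tconvs and activated Tconvs as the reference of iTregs. PCA on the 500 most variable genes put iTregs at 42.2% on PC2 with a gap on PC1 of 59.3%, and unit variance put them at 67.0% with a gap of 33.9% and an activation distance ratio of 1.61.

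Across the 3 fits that each left out one replicate, genes changed ranged from 170 to 324 for CM-4620 and from 124 to 296 for CsA against restimulated iTregs and from 4 to 41 for CM-4620 against CsA. Rescued genes ranged from 118 to 204, from 76 to 173 and from 49 to 114 for both, the overlap from 41.3% to 55.9% of the CM-4620 set and from 33.8% to 43.3% of either, the change left under CM-4620 from 60.3% to 63.1%, the position on PC2 from 55.8% to 60.7% and the gap on PC1 from 44.5% to 45.8%.

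Libraries of the same replicate number had a mean correlation of their deviations of 0.15 in the 12 libraries of Figure 4, against -0.075 for different numbers. In the 15 libraries of Figure 3 it was -0.007 against 0.003, a mean over parts that differ: 0.103 against -0.051 for resting iTregs with Tconvs, 0.055 against -0.027 for resting and activated Tconvs and -0.268 against 0.132 for resting and activated tTregs. With all 15 libraries, the block gave 5742 genes for activation in Tconvs, 2455 in tTregs and 3913 for the interaction.

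Among the values of single genes under alternatives, 2612 kept their direction and their side of the threshold, 100 were weaker, 29 were stronger and 11 reversed, none of the reversed ones past the threshold. The reversed log2 fold changes were those of *Il10rb* with CM-4620 against restimulated iTregs (-0.0188 to 0.109 across the fits without one replicate) and, between resting iTregs and resting tTregs, of *Orai1* (0.0140 with rescaled size factors, and -0.288 to 0.164 without one replicate), *Orai3* (-0.190 to 0.0594 without one replicate), *Saraf* (-1.03 to 0.268 without one replicate), *Atp2a3* (-0.191 to 0.0322 without one replicate), *Trpm4* (-0.00685 with quantile normalization) and *Ppp3cb* (-0.0111 with quantile normalization, and -0.122 to 0.0694 without one replicate).

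Depth limits the genes near the floor. In resting iTregs *Ryr2* rests on 9 reads and *Ryr3* on 4 over the 3 libraries.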

Differences from the paper's values

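The paper gives an overlap of about 80% between the genes rescued by CM-4620 and by CsA and its text does not say of which set. The counts in Fig. 4D correspond to about 82% of the CsA set, about 71% of the CM-4620 set and about 61% of either (Fig. 4D, read by eye), so the paper's value is nearest to the share of the CsA set, for which the value here did not differ by a factor of 1.5. Set by set, the values here were 70.3% of the CsA set, 53.3% of the CM-4620 set and 43.5% of the genes rescued by either. Each was within a factor of 1.5 of the Fig. 4D share of the same set. The 80% was also set against the other sets, since the paper's text names none. If it refers to the CsA set, that comparison mixes shares of different sets and shows no difference from the paper. Were the 80% a share of the CM-4620 set, the value as reported would differ from it by more than that factor. It came within the factor with a pseudocount of 0.1 (54.5%), the stricter filter (54.6%), only the groups compared (56.8%) and the replicate block (53.8%). The same held without replicate 3 (55.9%), with the adjusted p alone (61.1%) and with both other definitions of rescue (71.5% and 64.8%). It did not with rescaled size factors, quantile normalization, a pseudocount of 5, no filter, without replicate 1 or 2 or with a log2 fold change above 1. Were the 80% a share of the genes rescued by either, the value as reported would also differ from it. Of the alternatives set before the data were examined, both other definitions of rescue (64.2% and 54.3%) came within that factor and the remaining ones did not. The share of the CsA set was within it as reported. When rescue meant no change from resting iTregs, the share of the CsA set was 86.2%.

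Fig. 4D gives about 720 genes rescued by CM-4620, about 620 by CsA and about 510 by both, read by eye. The counts here were 257, 195 and 137. The adjusted p alone (619, 567 and 378) and the definition of rescue as no change from resting iTregs (847, 703 and 606) came within a factor of 1.5 of the paper's counts, and none of the other alternatives set before the data were examined did so for all 3.

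The paper lists *Foxp3*, *Il10rb*, *Sema4a*, *Tgfbr1*, *Tgfbr2*, *Nlrp6* and *Cbfb* as lowered by restimulation and rescued by the inhibitors. Here their rises did not pass the thresholds with either inhibitor, with log2 fold changes for *Foxp3* of 0.28 with CM-4620 and 0.10 with CsA. *Gata1* passed with CM-4620 and not with CsA (0.40). With the adjusted p alone, *Cbfb*, *Sema4a* and *Tgfbr2* were called with CM-4620 and *Sema4a* with CsA, and the same genes were called when the opposite change was taken at the adjusted p alone. When rescue meant no change from resting iTregs, *Cbfb*, *Il10rb*, *Nlrp6*, *Tgfbr1* and *Tgfbr2* were called with CM-4620 and *Il10rb*, *Nlrp6* and *Tgfbr2* with CsA. *Foxp3* with either inhibitor and *Cbfb*, *Gata1* and *Tgfbr1* with CsA were called under none of the settings run.

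The paper lists *Il21*, *Irf1*, *Runx3* and *Stat3* among the genes raised by restimulation and held back by the inhibitors. Their falls here did not reach the fold change threshold, with log2 fold changes for *Il21* of -0.28 with CM-4620 and -0.36 with CsA. *Irf4* and *Jak2* passed with CsA alone and *Stat2* and *Tbx21* with CM-4620 alone. With the adjusted p alone, *Irf1*, *Irf4*, *Runx3* and *Stat3* were called with CM-4620 and *Il21*, *Runx3*, *Stat2* and *Stat3* with CsA, and the same held when the opposite change was taken at the adjusted p alone. *Stat2* with CsA was also called without replicate 3, and *Tbx21* with CsA was called with the replicate block, with only the groups compared and without replicate 3. When rescue meant no change from resting iTregs, *Irf4*, *Jak2*, *Runx3* and *Stat3* were called with CM-4620 and *Runx3* and *Tbx21* with CsA. *Il21* with CM-4620 and *Irf1* with CsA were called under none of the settings run.

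Fig. 4C parts the resting from the restimulated iTregs on the second component, and here they were parted on the first, which held 32.8% of the variance.

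The paper reports, by QPCR, *Ryr2* higher in Tconvs than in tTregs and iTregs. In the RNA-seq values *Ryr2* was highest in resting tTregs, at 51.7 ± 9.98 normalized counts (SD, n = 3), and at 0.313 ± 0.542 in resting Tconvs and 2.47 ± 2.67 in resting iTregs.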

Other observations

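Of the tests in this part, those of the depth of replicate 3, of a batch shared by the cell types, of a factor shared with the Tconv and tTreg libraries and of the resting Tconv libraries shared by the signature were chosen after the pattern was seen.

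Replicate 3 of the iTregs differed from the other replicates in the same way in all 4 groups. With the groups in the model, 278 of 11105 genes set replicate 3 apart, 277 of them lower and 1, *1700047I17Rik2*, higher. Replicates 1 and 2 were set apart by 0 genes each, with 598 and 685 genes at an unadjusted p under 0.05, against 2015 for replicate 3. *Def6*, *Ogfr* and *Mrps24*, chosen after their values were seen, were among the lower genes, with differences of -1.51, -1.94 and -1.22 on the log2 scale. Of the 278 genes, 11 were also changed by restimulation. Across genes, which are not independent replicates, the deviation of replicate 3 had Spearman's rho of -0.168 with GC content and 0.139 with gene length. The 277 lower genes had a median GC content of 51.9% and a median length of 2804 bases. Over all genes tested the medians were 49.5% and 3376 bases. No correction for either was run, so a part played by GC content or gene length is not excluded. Replicate 3 was the deepest library in 4 of the 4 iTreg groups. Thinning the 12 libraries to the same number of reads left 286 genes set apart, so the number of reads by itself did not produce the pattern. The mean of the 277 genes was lowest in replicate 3 in 3 of the 4 Tconv and tTreg groups too, and in the remaining one, resting tTregs, it was lowest in replicate 1, which was the deepest of that group. In 7 of the 8 groups the library lowest in these genes was the deepest, but in activated tTregs it was the shallowest of all 24, with 5256800 reads. Same-numbered Tconv and tTreg libraries as a whole had a mean correlation of their deviations of -0.048, so one batch shared by all cell types under the same numbers was not seen. A step of library preparation may set 1 library of each group apart in these genes, and the activated tTregs speak against a plain link with depth. The resting tTregs may be numbered in another order. The design gives no condition for the replicate numbers, so no biological explanation was tested.

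The effects of CM-4620 and CsA against restimulated iTregs went together across genes. Part of this arises from the comparison itself, as both effects subtract the same restimulated libraries. Library by library, the mean correlation across the 11105 genes was 0.81 when both effects were taken against the same restimulated library and 0.31 when they were taken against different ones, a ratio of 0.387. Among the 1425 genes changed by restimulation it was 0.87 and 0.67. These 1425 genes were chosen for a large change in the same restimulated libraries, which by itself raises both values, and no correction was made for that choice. The shared libraries may therefore account for much of the resemblance over all genes. The 0.31 left with different libraries and without a choice of genes argues against them as its only source. Among the chosen genes, the choice alone left a slope of 90.5% to 93.3% for a left-out restimulated library. The slope was 62.1% with CM-4620 and 69.1% with CsA, which argues against the choice of genes as the only source there. The size of a response common to both inhibitors was not measured. How many of the 137 genes rescued by both inhibitors rest on the shared libraries was not tested.

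The share of the restimulation change left under the inhibitors was measured on genes chosen for a large change in the same libraries, and such a choice alone lowers a slope. With each restimulated library left out of the choice, its slope on the others had a mean of 91.7%, with values from 90.5% to 93.3%, against 62.1% with CM-4620 and 69.1% with CsA, so the choice of genes accounts for a small part of the fall. A partial block of the restimulation response by either inhibitor is the biological hypothesis that remains.

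The tTreg signature was also tested for the resting Tconv libraries that chose it and served as the reference of iTregs. With different libraries for both uses, the share of the signature higher in iTregs less that of the other genes was 0.881 times the value with a common library, so the shared libraries account for a small part of it.

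For each comparison and for the genes rescued by CM-4620 and by CsA and the calcium list, the libraries were also split in the other ways that part all 3 same-numbered pairs. In each case 1 of the 4 splits, the real one, gave as many genes, and 4 splits are too few to rule out a grouping by accident. The other splits mix the groups compared, which for the interaction are the cell types. They gave at most 116 genes for activation in tTregs, at most 1 for CsA against restimulated iTregs and for the genes rescued by CsA, and 0 for the other comparisons and for the genes rescued by CM-4620.

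The paper's QPCR values of Fig. 4G, set against the RNA-seq values, had the same direction in all 11 genes for restimulation and for both inhibitors. For *Foxp3*, the paper's QPCR values give log2 ratios of 1.03 with CM-4620 and 0.73 with CsA over restimulated iTregs, against 0.28 and 0.10 in the RNA-seq values. For *Il21* the paper's QPCR values give -0.55 and -0.65, against -0.28 and -0.36. For *Fasl* they give -1.50 and -1.17, against -1.42 and -1.19.

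The paper's QPCR values for *Ryr2*, relative to Tconvs, were 0.117 in iTregs and 0.153 in tTregs, while the RNA-seq libraries held 1 read of *Ryr2* in resting Tconvs, 9 in resting iTregs and 144 in resting tTregs.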
